# Integrated lipidomic and transcriptomic analyses identify altered nerve triglycerides in mouse models of prediabetes and type 2 diabetes

**DOI:** 10.1242/dmm.042101

**Published:** 2020-01-24

**Authors:** Phillipe D. O'Brien, Kai Guo, Stephanie A. Eid, Amy E. Rumora, Lucy M. Hinder, John M. Hayes, Faye E. Mendelson, Junguk Hur, Eva L. Feldman

**Keywords:** Type 2 diabetes, Peripheral neuropathy, Triglyceride, Lipidomic, Saturated fatty acid, Diacylglycerol acyltransferase 2

## Abstract

Peripheral neuropathy (PN) is a complication of prediabetes and type 2 diabetes (T2D). Increasing evidence suggests that factors besides hyperglycaemia contribute to PN development, including dyslipidaemia. The objective of this study was to determine differential lipid classes and altered gene expression profiles in prediabetes and T2D mouse models in order to identify the dysregulated pathways in PN. Here, we used high-fat diet (HFD)-induced prediabetes and HFD/streptozotocin (STZ)-induced T2D mouse models that develop PN. These models were compared to HFD and HFD-STZ mice that were subjected to dietary reversal. Both untargeted and targeted lipidomic profiling, and gene expression profiling were performed on sciatic nerves. Lipidomic and transcriptomic profiles were then integrated using complex correlation analyses, and biological meaning was inferred from known lipid-gene interactions in the literature. We found an increase in triglycerides (TGs) containing saturated fatty acids. In parallel, transcriptomic analysis confirmed the dysregulation of lipid pathways. Integration of lipidomic and transcriptomic analyses identified an increase in diacylglycerol acyltransferase 2 (DGAT2), the enzyme required for the last and committed step in TG synthesis. Increased DGAT2 expression was present not only in the murine models but also in sural nerve biopsies from hyperlipidaemic diabetic patients with PN. Collectively, these findings support the hypothesis that abnormal nerve-lipid signalling is an important factor in peripheral nerve dysfunction in both prediabetes and T2D.

This article has an associated First Person interview with the joint first authors of the paper.

## Abstract (precis)

**Summary:** Mouse models of prediabetes and type 2 diabetes that develop peripheral neuropathy display increased levels of nerve triglycerides, which return to normal upon dietary reversal, suggesting that altered lipids are involved in disease.

## INTRODUCTION

Peripheral neuropathy (PN) is a common prediabetes and type 2 diabetes (T2D) complication characterized by length-dependent nerve loss in a distal-to-proximal fashion in affected limbs. PN is accompanied by numbness or positive sensory sensations, such as tingling or prickling, but ultimately results in complete loss of feeling (Feldman et al., 2019). Accumulating evidence suggests that hyperglycaemia alone is not responsible for PN, but that dyslipidaemia also plays a critical role in pathogenesis (Smith and Singleton, 2013). Abnormal circulating triglyceride (TG) levels correlate with PN progression and nerve dysfunction in prediabetes and T2D (Smith and Singleton, 2013; Wiggin et al., 2009). Moreover, obesity and systemic dyslipidaemia are independent risk factors for PN in obese and T2D patients (Callaghan et al., 2018; Callaghan et al., 2016a,b; Wiggin et al., 2009). What is less well understood, however, is whether specific lipid classes and levels in the nerve are impacted during PN pathogenesis in prediabetes and T2D.

Genetic T2D mouse models consistently develop PN and have proved invaluable for identifying potential mechanisms that underlie PN (Hur et al., 2015; O'Brien et al., 2015). Specifically, our transcriptomic analyses revealed that dysregulated lipid metabolism in peripheral nerves is a shared pathway across *db/db* and *ob/ob* T2D models (McGregor et al., 2018). Furthermore, using untargeted lipidomics, we identified patterns of altered lipid metabolism in sciatic nerve (SCN) from *db/db* mice (Sas et al., 2018), suggesting lipid dysfunction in PN. However, these findings are confounded by the genetic manipulation of leptin signalling in *db/db* mice.

To overcome the limitations of genetic models, we turned to diet-induced models. The C57BL/6J mouse fed a lard-based high-fat diet (HFD) rich in saturated fatty acids (SFAs) serves as a model of prediabetes-induced PN (Hinder et al., 2017; Vincent et al., 2009). HFD-fed C57BL/6J mice treated with low-dose streptozotocin (STZ) serve as a model of T2D-induced PN (O'Brien et al., 2018b). Both models consistently and reproducibly develop obesity and dyslipidaemia with increased thermal latencies, reduced nerve conduction velocities (NCVs) and loss of intraepidermal nerve fibre density (IENFD), characteristic of human PN (Hinder et al., 2017; Vincent et al., 2009). Interestingly, placing HFD and HFD-STZ mice back on a standard diet (SD) restores nerve function, independent of glycaemic status (Hinder et al., 2017; O'Brien et al., 2018a). These findings support the idea that dietary factors, including lipids, contribute to PN, and that improving metabolic health can restore nerve function. Yet, the specific lipid species in the peripheral nerves of HFD and HFD-STZ mice that are differentially regulated and may play a role in nerve damage remain unknown.

The aim of this study was to explore the impact on the class and levels of neural lipids and lipid metabolism in the SCN from a Western-style diet rich in SFAs in prediabetes (HFD) and T2D (HFD-STZ) mice along with a dietary reversal (DR) paradigm (HFD-DR and HFD-STZ-DR). Specifically, we phenotyped these mouse models for PN before and after DR, performed lipidome and transcriptome profiling of SCNs (Fig. 1A) and carried out comprehensive bioinformatic analyses (Fig. 1B). Nerve lipidomic and transcriptomic datasets were integrated using correlation and network analyses, and results cross-referenced with published lipid-gene interactions. Key lipids and genes associated with PN were further validated in sural nerve biopsies collected from patients with T2D and PN to support biological and clinical significance. Our findings reveal important dynamic changes in the nerve lipidome and transcriptome that highlight a potential involvement of TGs in PN pathogenesis and provide a better understanding of lipid homeostasis in the peripheral nervous system during prediabetes and T2D.

**Fig. 1.**
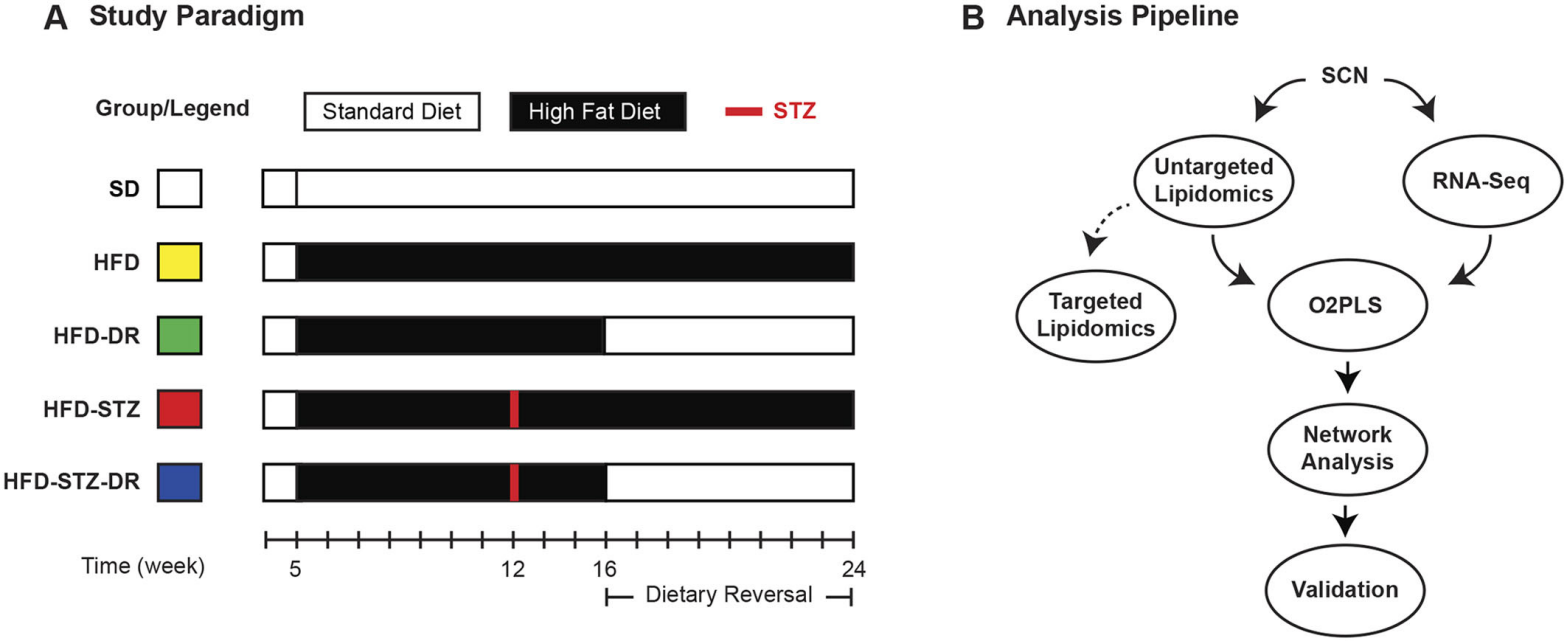
**Study overview and analysis pipeline.** (A) Experimental design. Animals began HFD at 5 weeks of age; two cohorts were administered STZ at 12 weeks of age to induce a T2D phenotype. At 16 weeks, a cohort of HFD and HFD-STZ mice were placed on the SD for 8 weeks. Animals were phenotyped and euthanized at baseline (16 weeks) and at study conclusion (24 weeks). The colours to the left relate to the colours used in subsequent figures. (B) Sciatic nerve (SCN) tissue collected at 16 and 24 weeks of age was processed for lipidomics or transcriptomics (*n*=9-10). To validate the untargeted lipidomics approach and to determine FA composition, TLC-GC was performed on a separate group of animals. O2PLS was used to integrate the lipidomic and transcriptomic datasets to identify key lipids and genes involved in PN development. A shared lipid-gene correlation network was also generated to pinpoint important lipids and genes. O2PLS, orthogonal partial least squares.

## RESULTS

### DR in HFD and HFD-STZ mice corrects PN

To gain insight into pathogenic changes along a continuum of metabolic disease, our study consisted of control mice on SD and two disease models, HFD and HFD-STZ, as well as the disease models placed on DR for 8 weeks (HFD-DR and HFD-STZ-DR, respectively) (Fig. 1A). Baseline metabolic and PN phenotyping was performed at 16 weeks of age. HFD mice consistently and reproducibly develop a prediabetic phenotype, including increased body weight (BW), impaired glycaemic control [elevated fasting blood glucose (FBG) and glycated haemoglobin (HbA_1c_), and impaired glucose tolerance] and dyslipidaemia (Fig. S1A-F), as we have previously reported in other experimental cohorts (Hinder et al., 2017; O'Brien et al., 2018a). HFD-STZ demonstrated a similar profile, although with more pronounced hyperglycaemia, recapitulating a more T2D phenotype (Fig. S1B). Both HFD and HFD-STZ mice displayed PN, with decreased sensory and motor NCVs, increased hindpaw withdrawal latency and decreased IENFD (Fig. S1G-J), as shown in earlier groups (Hinder et al., 2017; O'Brien et al., 2018a). Despite the pronounced hyperglycaemia in HFD-STZ mice, there was no difference in PN phenotype between disease models, a phenomenon we have recently reported (O'Brien et al., 2018b).

The metabolic (Fig. 2A-E) and neuropathy (Fig. 2F-I) phenotypes of HFD and HFD-STZ mice persisted through 24 weeks of age. Eight weeks of DR (60% SFAs in HFD to 10% in SD) attenuated the metabolic abnormalities in both models, with improved BW, glycaemic control, and cholesterol levels (Fig. 2A-E). DR improved PN measures to a similar degree in HFD-DR and HFD-STZ-DR groups despite poorer glycaemic control in HFD-STZ mice (Fig. 2F-I).

**Fig. 2.**
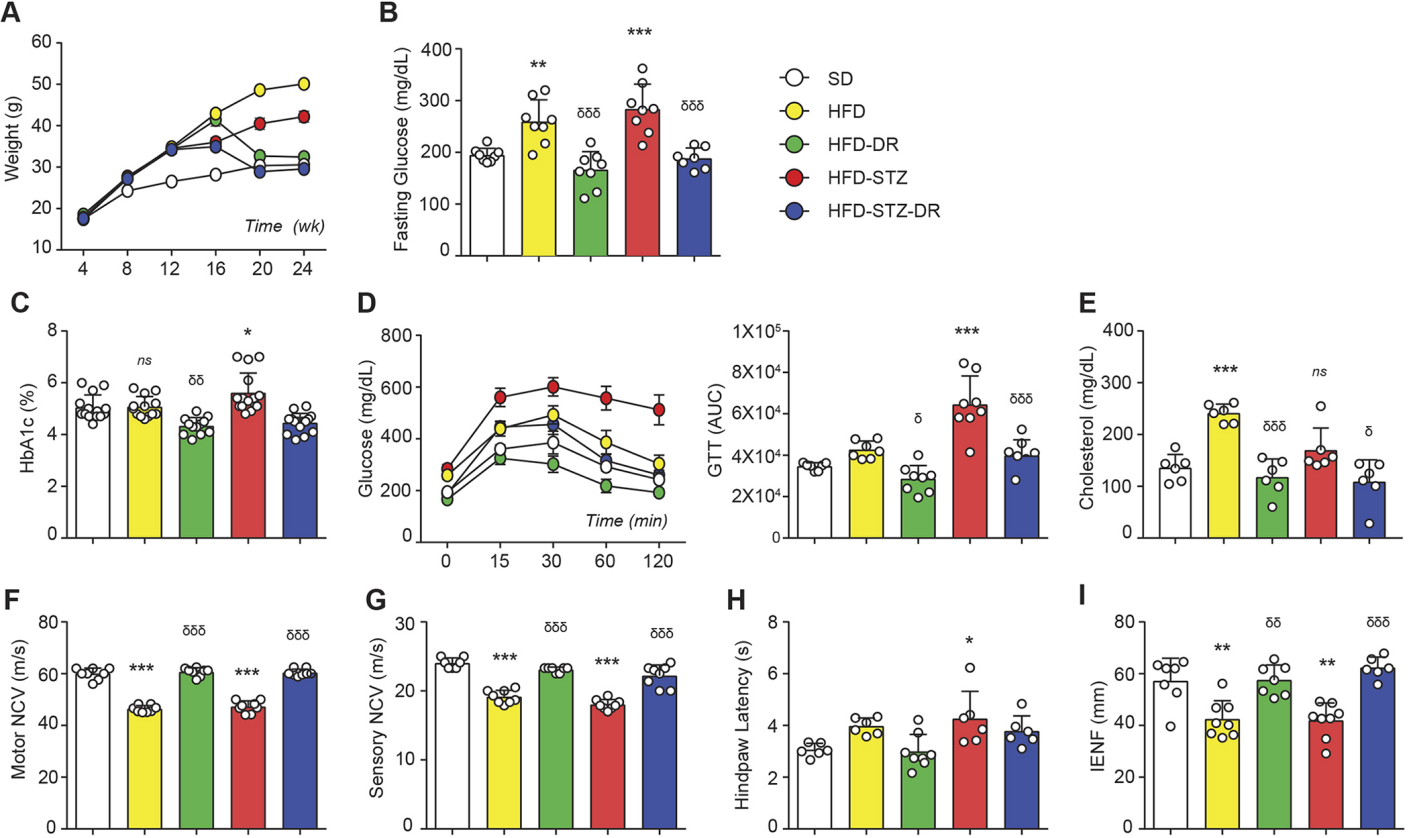
**Dietary reversal (DR) corrected metabolic and neuropathic phenotypes in mouse models of neuropathy.** (A) Longitudinal body weight (BW) taken every 4 weeks (*n*=15/16). (B) Fasting blood glucose (FBG) (*n*=7-8). (C) Percent HbA_1c_ (*n*=13-15). (D) Left: glucose tolerance test (GTT) on 4-h-fasted mice at 24 weeks of age following glucose injection (2 g/kg BW i.p.; *n*=8). Right: area-under-the-curve analysis for GTT (*n*=7-8). (E) Plasma cholesterol (*n*=6). (F) Motor nerve conduction velocity (NCV) (*n*=8). (G) Sensory NCV (*n*=8). (H) Hindpaw withdrawal latency (*n*=6-8). (I) Intraepidermal nerve fibre density (IENFD) (*n*=6-8). All measures above were performed at 24 weeks of age. *P<0.05, **P<0.01, ***P<0.001, one-way ANOVA followed by Tukey's multiple comparisons of diabetic (HFD/HFD-STZ) versus non-diabetic (SD) mice; ^δ^*P*<0.05, ^δδ^*P*<0.01, ^δδδ^*P*<0.001, one-way ANOVA followed by Tukey's multiple comparisons of diabetic mice placed on dietary reversal (HFD-DR/HFD-STZ-DR) versus diabetic (HFD/HFD-STZ). Data are presented as the mean±s.e.m.

### Untargeted lipidomics reveals distinct differences in TG between ‘disease’ and ‘reversal’ groups

We next determined the nerve lipidome associated with PN pathogenesis in the setting of prediabetes and T2D with untargeted lipidomics, which identified 578 individual lipids in the SCN. Using basic lipid-class-based clustering and heat maps, a pattern emerged that demonstrated elevated TGs at 16 weeks of age in HFD and HFD-STZ nerves compared to mice on SD (Fig. 3A,B). Elevated TGs persisted through 24 weeks of age but were normalized with DR (Fig. 3C). This pattern was also observed to a lesser extent in cholesterol–fatty-acid ester (CE), diglyceride (DG), methyl ester (ME) and sphingomyelin (SM) lipid classes (Fig. S2). Our data suggest dysregulation of nerve lipids, particularly TGs, in PN pathogenesis.

**Fig. 3.**
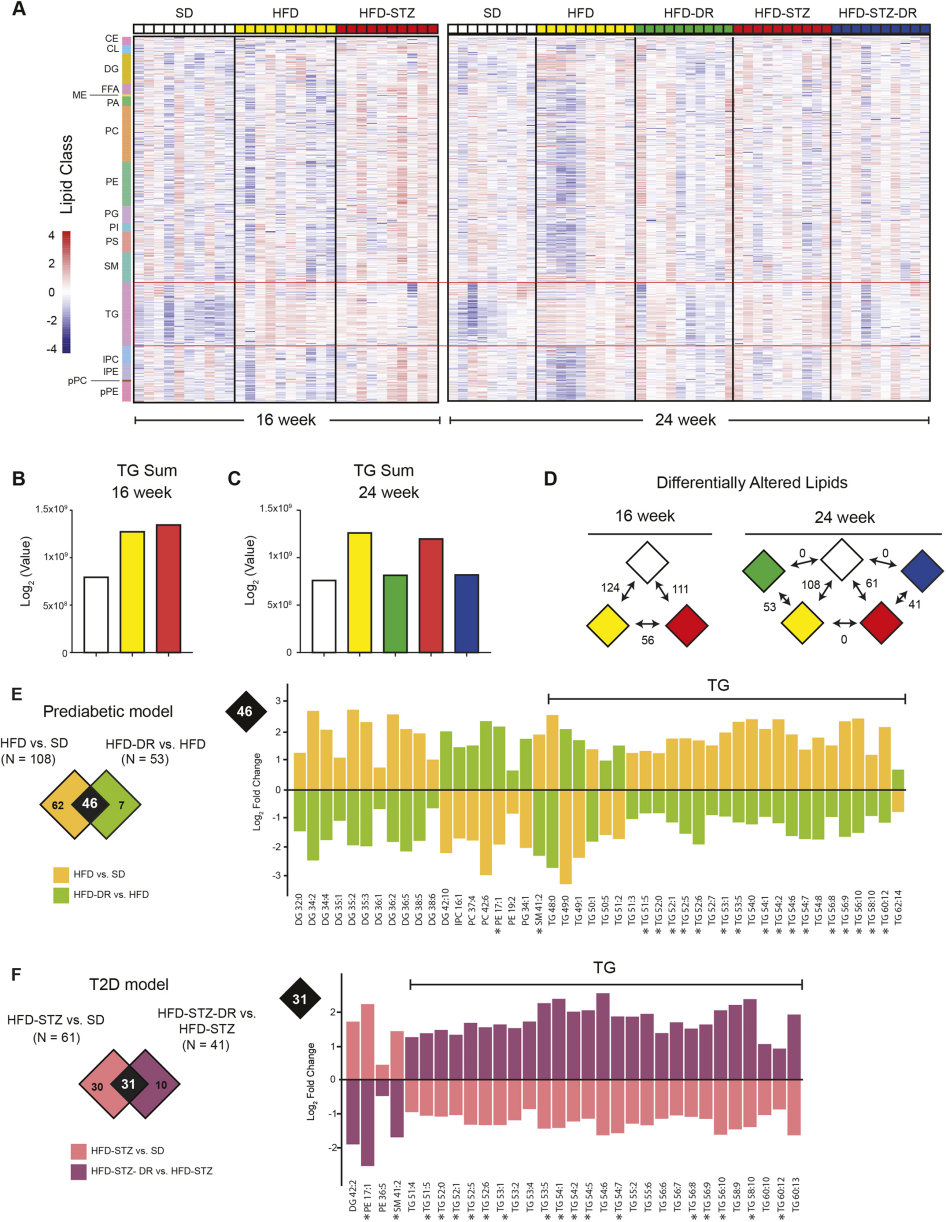
**Nerve TG levels correlated with neuropathy phenotype.** (A) Untargeted shotgun lipidomics was performed on SCN tissue isolated at 16 (left) and 24 (right) weeks of age. Differences in TG were observed when comparing groups at either time point (red outline) (*n*=9-10). The scale bar represents lipid levels that were *z*-score transformed at each lipid species. (B,C) The sum of the TG was determined at the (B) 16- or (C) 24-week time point. (D) The number of significant DALs was determined between groups at the 16- or 24-week time point (adjusted *P*-value=0.05). (E) To determine significant DALs in the prediabetic model, the HFD versus SD diabetic dataset (orange) was compared to the HFD-DR versus HFD reversal dataset (lime) (left panel). The overlapping DALs were plotted according to log_2_-fold change (right panel). (F) To determine significant DALs in the type 2 diabetic (T2D) model, the HFD-STZ versus SD diabetic dataset (salmon) was compared to the HFD-STZ-DR versus HFD-STZ reversal dataset (purple) (left panel). The overlapping DALs were plotted according to log_2_-fold change (right panel). Lipids that were common in both prediabetic and T2D models are denoted by an asterisk (*). CE, cholesteryl esters; CL, cardolipins; DAL, differentially altered lipid; DG, diglycerides; FFA, free fatty acids; ME, methyl esters; PA, phosphatidic acids; PC, phosphatidylcholines; PE, phosphatidylethanolamines; PG, phosphatidylglycerols; PI, phosphatidylinositols; PS, phosphatidylserines; SM, sphingomyelins; TG, triglycerides; LPC, lysophosphatidylcholines; LPE, lysophosphatidylethanolamines; pPC, plasmenyl-phosphatidylcholines; pPE, plasmenyl-phosphatidylethanolamines.

We next used our standard bioinformatics pipeline to further interrogate lipidome changes associated with disease development. Unlike clustering and basic class analysis, this approach identifies individual lipids that are significantly altered between groups [differentially altered lipids (DALs)] to identify biologically relevant changes (Fig. 3D). To assess how DR reverses PN, we compared SD to HFD and SD to HFD-STZ (control versus disease), and HFD to HFD-DR and HFD-STZ to HFD-STZ-DR (disease versus reversal), to uncover shared and distinct lipid patterns (Fig. 3E,F). In our prediabetic model, we identified 46 common DALs (Fig. 3E), of which 12 were increased with HFD and 34 decreased by DR. In the T2D model, 31 DALs overlapped, of which four increased with HFD-STZ and 27 decreased in HFD-STZ-DR (Fig. 3F). Eighteen DALs were common between both models, 16 of which were TGs (Fig. 3E,F, * denotes shared lipids), suggesting that TGs are dysregulated during PN.

### SFAs are elevated in SCN of prediabetic mice

Thin layer chromatography (TLC)-gas chromatography (GC) (TLC-GC) was performed on SCNs from a separate cohort of SD, HFD and HFD-DR mice at 24 weeks of age to quantitate the untargeted lipidomics results (Fig. 4A). This assay confirmed our untargeted lipidomics class-based analysis: upregulation of TG content with HFD and normalization with DR (Fig. 4B). Analysis of specific fatty acids (FAs) comprising nerve TGs identified increased SFAs – palmitate (C16:0) and stearate (C18:0) – compared to SD and HFD-DR (Fig. 4C). A similar trend was observed for the unsaturated FAs oleate (C18:1) and linoleate (C18:2), but there was no change in palmitoleate (C16:1) levels. These results suggest that the FAs elevated in HFD chow (Table S1) are incorporated into the nerve TGs of HFD-fed mice.

**Fig. 4.**
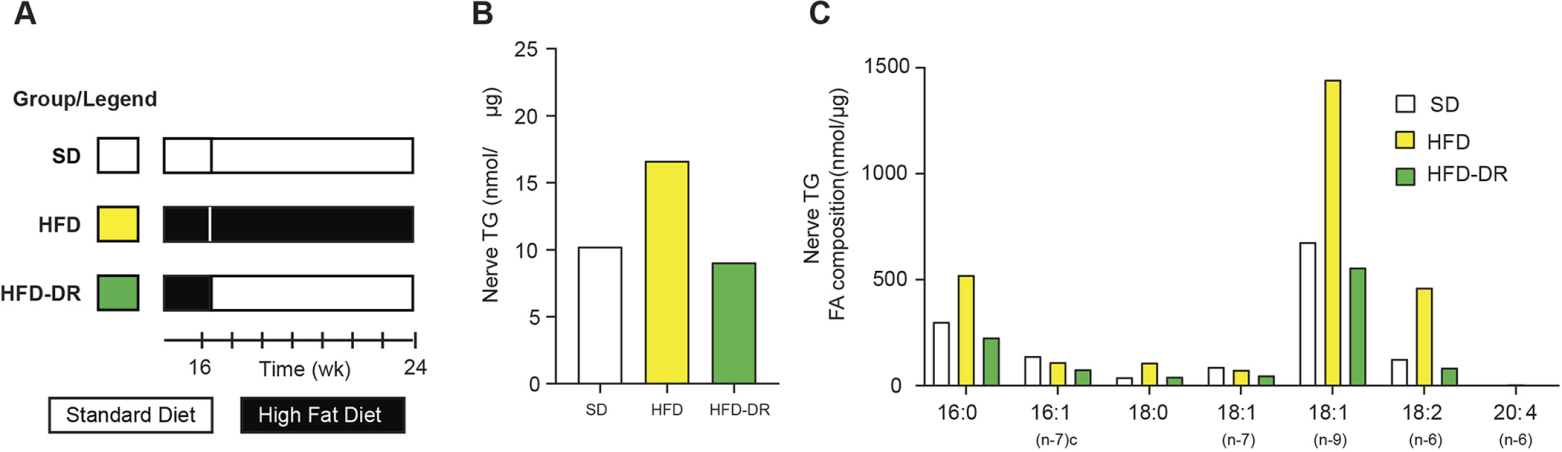
**SCN tissue derived from HFD mice has increased TG and FA levels.** (A) Additional mice were acquired to validate the findings from the untargeted lipidomic analysis. For each group, SCN tissue (*n*=10) was pooled before being subjected to TLC-GC. (B) Sum of TG. (C) Sum of the FA composition.

### Transcriptome profiling identifies highly enriched lipid-related pathways

To complement our lipidomic analyses, transcriptomic changes were assessed by RNA-seq in SCN using a similar pipeline to that above (Fig. 5A). 

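Sequencing data from 53 sciatic nerve samples were examined. At 16 weeks of age, 5 samples came from SD mice, 7 from HFD mice and 5 from HFD-STZ mice. At 24 weeks of age, there were 8 SD, 7 HFD, 8 HFD-STZ, 7 HFD-DR and 6 HFD-STZ-DR samples. The HFD group is the prediabetic model, and the HFD-STZ group, which also received streptozotocin, is the T2D model. The DR groups were returned to the control diet for the last weeks before 24 weeks of age. The paper states that the libraries were non-stranded and selected for polyadenylated RNA, and that about 120000000 paired-end reads of 125 bases were obtained per sample. The authors aligned the reads to the mouse genome (mm10, GRCm38) with HISAT2 and counted them per gene with featureCounts. The deposited values for 49568 genes, listed by symbol, are on a log2 scale and were normalized between samples by the authors in a way the paper's text does not name. They are neither read counts nor FPKM, and genes with low values vary little between samples. The number of reads behind each value is therefore unknown, and no counting interval can be given. Values ran from -2.39 to 20.96, apart from 25 genes with a value above 22 in 1 sample each, which were left out of the tests of single genes. In total, 2180 genes were listed at 0 in every sample. Each comparison used only the samples of the groups compared and the genes with a mean log2 value of at least 3.32, which is 10 on the linear scale. Differences were tested with limma's moderated test, with a variance prior that follows mean expression, and p-values were adjusted by the Benjamini-Hochberg method. DEGs are genes with an adjusted p-value under 0.05, without a threshold on fold change. For named genes, a 2-sided exact permutation test of the difference in group means was added. These genes were chosen with the same samples, by the paper or here, so these p-values do not test them anew. All log2 fold changes are differences between group means of the deposited values.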

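At 16 weeks of age, 1 of 17962 genes tested had an adjusted p-value under 0.05 between HFD and SD mice in limma's test with Benjamini-Hochberg adjustment. This gene, Nnat, was higher in HFD mice by 3.61 on the log2 scale (SE 0.32, adjusted p = 0.00056) and was singled out after its values were seen. An unadjusted p-value under 0.05 was found for 1536 genes. Between HFD-STZ and SD mice of the same age, 0 of 17879 genes passed, 1504 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.143. At 24 weeks of age, 22 of 18191 genes differed between HFD and SD mice, 20 of them higher and 2 lower in HFD mice, and 1646 genes had an unadjusted p-value under 0.05. Between HFD-STZ and SD mice at 24 weeks, 6 of 17846 genes differed, all higher in HFD-STZ mice, and 1069 had an unadjusted p-value under 0.05. All 6 were also among the 22 genes of the HFD comparison. Both comparisons use the same SD samples, so this overlap does not by itself show a shared effect. A fit of all 8 groups gave 62 genes between HFD and SD mice at 24 weeks, and 98 with the run of consecutive library numbers as a covariate, of which 18 each were among the 22. Between HFD-STZ and SD mice at 24 weeks, these fits gave 16 and 17 genes. At 16 weeks, they gave 7 and 16 genes between HFD and SD mice, and 1 gene each between HFD-STZ and SD mice. The difference between ages was tested directly as an interaction, and 0 of 18087 genes had an adjusted p-value under 0.05 for a change in the HFD effect from 16 to 24 weeks, with 302 genes at an unadjusted p-value under 0.05.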

At 16 weeks of age, the prediabetes and T2D datasets contained 79 and 49 differentially expressed genes (DEGs), respectively, whereas, at 24 weeks of age, they contained 345 and 64 DEGs, respectively. 

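Reversal was compared with disease at 24 weeks of age in each model with limma's test and Benjamini-Hochberg adjustment. Between HFD-DR and HFD mice, 2 of 18475 genes had an adjusted p-value under 0.05, both lower after DR, and 1242 had an unadjusted p-value under 0.05. Between HFD-STZ-DR and HFD-STZ mice, 15 of 17862 genes passed, all lower after DR, and 1157 had an unadjusted p-value under 0.05. When the mean log2 value of 6 adipocyte marker genes was added as a covariate, 0 genes passed in this comparison and 2705 had an unadjusted p-value under 0.05. The adipocyte score itself differed between these groups by -1.78 (2-sided exact permutation p = 0.00966). Between HFD-DR and HFD mice, the same covariate, looked at after the values were seen, gave 45 genes, with both earlier ones among them, and 1338 genes at an unadjusted p-value under 0.05. With a muscle marker score as a second covariate, 4 genes passed, with the same 2 among them. With the muscle score as the only covariate, also tried after the values were seen, 0 genes passed and 999 had an unadjusted p-value under 0.05. Between HFD-STZ-DR and HFD-STZ mice, the muscle score alone left 2 of the 15 genes. Genes past the threshold in both the disease and the reversal comparison numbered 2 in the prediabetic model (Tph2 and Ubd) and 5 in the T2D model (1700047G03Rik, Kcnj14, Sez6l, Slc5a7 and Tph2). Each overlap compares contrasts that share the HFD or the HFD-STZ samples. Whether DR acts differently in the prediabetic and the T2D model was tested as an interaction, in which 0 of 18161 genes passed and 310 had an unadjusted p-value under 0.05. In the fit of all 8 groups, 18 genes passed between HFD-DR and HFD mice and 47 between HFD-STZ-DR and HFD-STZ mice, and with the run of library numbers as a covariate 27 and 32 did. Each of these fits held both of the 2 genes and 12 of the 15.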

Comparing disease to DR datasets at 24 weeks of age, 69 and 38 DEGs were identified in the HFD and HFD-STZ groups, respectively (Fig. 5B,C).

**Fig. 5.**
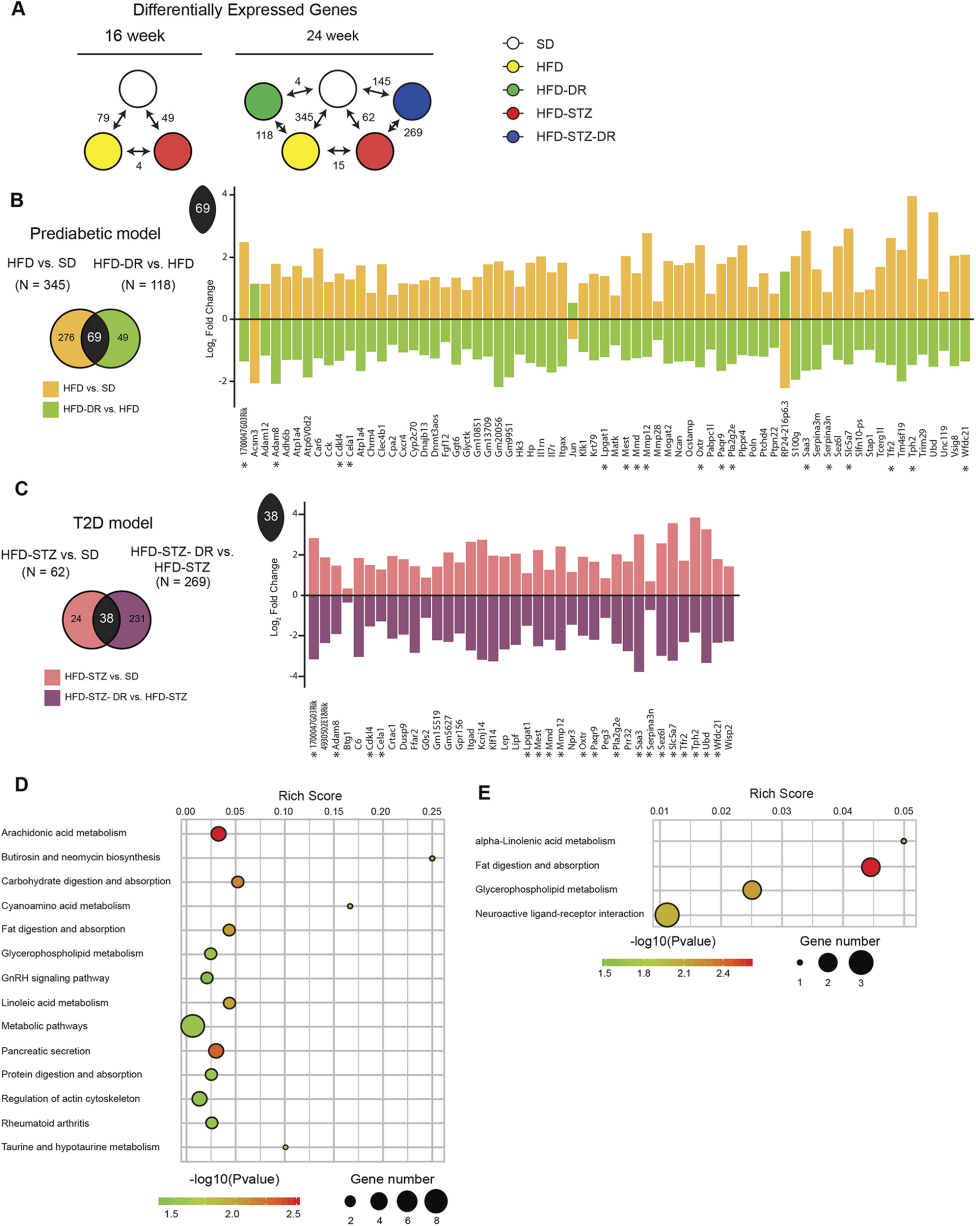
**Transcriptomics data analysis revealed lipid metabolism pathways to be significantly altered.** (A) The number of significant DEGs was determined between groups at the 16- or 24-week time point (adjusted *P*-value<0.05). (B) To determine significant DEGs in the prediabetic model, the HFD versus SD diabetic dataset (orange) was compared to the HFD-DR versus HFD reversal dataset (lime). (C) To determine significant DEGs in the T2D model, the HFD-STZ versus SD diabetic dataset (salmon) was compared to the HFD-STZ-DR versus HFD-STZ reversal dataset (purple). Gene transcripts that were common in both prediabetic and T2D models are denoted by an asterisk (*). (D,E) Functional enrichment analysis using KEGG pathways was performed on the 69 common DEGs found in the prediabetic model (D) or the 38 common DEGs found in the T2D model (E). Overlapping DEGs were plotted according to log_2_-fold change. DEG, differentially expressed gene; KEGG, Kyoto Encyclopedia of Genes and Genomes.

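In the remaining pairs of groups, no gene passed the threshold in limma's test with Benjamini-Hochberg adjustment. HFD-STZ and HFD mice differed in 0 of 18202 genes at 16 weeks, where 889 genes had an unadjusted p-value under 0.05, and in 0 of 18117 genes at 24 weeks, where 1013 did. Without a filter on low values, 4 genes passed in the 24-week comparison of HFD-STZ with HFD mice. In the fit of all 8 groups 1 gene passed there, and 2 did with the run of library numbers as a covariate. HFD-DR mice did not differ from SD mice in any of 18145 genes at the adjusted threshold, with 933 genes at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.582. For HFD-STZ-DR against SD mice, 0 of 17889 genes passed, 1639 had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.313. Here 1 gene passed without a filter and 1 in the fit of all 8 groups, but 0 with the run of library numbers as a covariate.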

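The plot of common DEGs in Fig. 5B labels 68 different genes, all of which are in the deposited values. Of these, 59 passed the filter on low values in the comparison of HFD with SD mice, where 56 were higher and 3 lower in HFD mice. All 59 changed in the direction the paper plots and had an unadjusted p-value under 0.05 in limma's test. With Benjamini-Hochberg adjustment over all genes tested, 15 of them had an adjusted p-value under 0.05, and with adjustment over the list alone all 59 did. Because the list is the paper's own selection from these samples, the count adjusted over the list does not show that the genes would be found again. Between HFD-DR and HFD mice, 60 genes of the list were tested, 57 were lower and 3 higher after DR, and 2 passed over all genes. Their median log2 fold change was 1.4 for HFD against SD and -1.31 for HFD-DR against HFD. Ubd lies on chromosome 17 of GRCm38 from 37193892 to 37196095. Its log2 value was 8.64 ± 1.26 (SD, n = 7) in HFD mice, 4.55 ± 0.46 (SD, n = 8) in SD mice and 4.73 ± 1.05 (SD, n = 7) in HFD-DR mice. The log2 fold change was 4.09 (SE 0.43, adjusted p = 0.000228 from limma) for HFD against SD and -3.92 (SE 0.55, adjusted p = 0.028) for HFD-DR against HFD. All 7 HFD mice had a higher Ubd value than every SD mouse and every HFD-DR mouse. The reversal call for Ubd was lost without a filter on low values (adjusted p = 0.127), with robust empirical Bayes (adjusted p = 0.0708), with a variance prior without trend (adjusted p = 0.0612) and in 9 of 14 fits with a sample left out. The 2 DEGs that were lower in HFD than in SD mice were Acsm3 and an unplaced transcript named after a clone of library RP24. Acsm3, on chromosome 7 from 119760923 to 119787513, changed by -1.88 (SE 0.32, adjusted p = 0.0224 from limma), a call lost without a filter (adjusted p = 0.0537) and in 5 of 15 fits with a sample left out. It overlaps Eri2 on the opposite strand, and 26.5% of the 100-base stretches of its longest transcript also occur in that gene. The RP24 transcript, which has no entry in GENCODE M21, changed by -1.73 (SE 0.29, adjusted p = 0.0183), a call also lost in 5 of 15 such fits.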

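Fig. 5C labels 38 genes, and all of them passed the filter on low values in both comparisons. Every gene of this list was higher in HFD-STZ than in SD mice and lower in HFD-STZ-DR than in HFD-STZ mice, each with an unadjusted p-value under 0.05 in limma's test. Over all genes tested, 5 had a Benjamini-Hochberg adjusted p-value under 0.05 in the disease comparison and 10 in the reversal comparison, while over the list alone all 38 did in each. As this list too was selected by the paper from the same samples, the adjustment over the list shows no stability. The median log2 fold changes of the list were 1.5 and -1.96. Sez6l, on chromosome 5 of GRCm38 from 112419151 to 112577185, had the smallest p-value in both comparisons. Its log2 value was 7.12 ± 0.63 (SD, n = 8) in HFD-STZ mice, 5.00 ± 0.43 (SD, n = 8) in SD mice and 4.65 ± 0.51 (SD, n = 6) in HFD-STZ-DR mice. The change was 2.12 (SE 0.26, adjusted p = 0.00457 from limma) with disease and -2.47 (SE 0.30, adjusted p = 0.00986) with DR, and the 8 HFD-STZ mice lay above all SD and all HFD-STZ-DR mice. Slc5a7, which encodes a choline transporter and lies on chromosome 17 from 54273590 to 54299034, changed by 3.62 (SE 0.53, adjusted p = 0.0132 from limma) and -4.32 (SE 0.58, adjusted p = 0.018). The noncoding transcript 1700047G03Rik, on chromosome 15 from 11964276 to 11970086, changed by 3.29 (SE 0.53, adjusted p = 0.0258 from limma) and -3.74 (SE 0.57, adjusted p = 0.0409). Its calls were lost without a filter on low values (adjusted p = 0.091 and 0.136), and in 12 of 16 and 10 of 14 fits with a sample left out. The reversal call was also lost with a variance prior without trend (adjusted p = 0.055). For Slc5a7, the reversal call was lost without a filter (adjusted p = 0.0691) and in 8 of 14 fits with a sample left out, and for Sez6l it was lost in 1 of 14.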

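With each pair of groups fitted alone, Tph2 was the only gene past the adjusted threshold in the disease and the reversal comparisons of both models. In the fit of all 8 groups, 7 genes passed in all of these comparisons, Tph2 among them. With the run of library numbers as a covariate 8 did, Tph2 again included. Tph2 encodes tryptophan hydroxylase 2 and lies on chromosome 10 of GRCm38 from 115078641 to 115185022. In HFD mice its log2 value was 9.18 ± 1.23 (SD, n = 7), against 3.76 ± 0.40 (SD, n = 8) in SD mice and 4.65 ± 1.34 (SD, n = 7) in HFD-DR mice. HFD-STZ mice had a value of 7.25 ± 1.49 (SD, n = 8) and HFD-STZ-DR mice of 3.63 ± 0.93 (SD, n = 6). The log2 fold change was 5.42 for HFD against SD (SE 0.42, adjusted p = 9.98e-06 from limma with Benjamini-Hochberg adjustment) and -4.52 for HFD-DR against HFD (SE 0.61). It was 3.49 for HFD-STZ against SD (SE 0.50) and -3.62 for HFD-STZ-DR against HFD-STZ (SE 0.63, adjusted p = 0.0486). The reversal calls depended on the setting, as the adjusted p-values without a filter on low values were 0.127 in the prediabetic and 0.157 in the T2D model. They were also lost with robust empirical Bayes, with a variance prior without trend, and in 9 of 14 and 11 of 14 fits with a sample left out. In the T2D model, the reversal call was also lost with genes above 22 kept (adjusted p = 0.0534). With the adipocyte marker score as a covariate, it was lost in the T2D model (adjusted p = 0.284) and kept in the prediabetic model (adjusted p = 0.000328). Whether the 2 models differ in the effect of DR on Tph2 was not resolved (interaction 0.90, SE 0.92, adjusted p = 0.849 over the named genes from limma). The 6 genes past the threshold in both disease comparisons, which share the SD samples, were 1700047G03Rik, Kcnj14, Plppr4, Sez6l, Slc5a7 and Tph2. Plppr4, on chromosome 3 from 117319139 to 117360876, was higher by 1.93 (SE 0.30, adjusted p = 0.0114) in HFD and by 1.66 (SE 0.23, adjusted p = 0.0112) in HFD-STZ mice.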

To identify key pathways associated with PN pathogenesis, functional enrichment analysis was performed on the common prediabetes and T2D DEGs using Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg/) pathway analysis. Fourteen KEGG functions/terms were enriched among the 69 prediabetes DEGs, while four terms were enriched among the 38 T2D DEGs (Fig. 5D). 

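Lipf, which encodes gastric lipase, lies on chromosome 19 of GRCm38 from 33961187 to 33976810, and Pla2g2e, which encodes a secreted phospholipase A2, on chromosome 4 from 138877942 to 138882817. At 24 weeks of age, the log2 value of Lipf was 3.18 ± 0.73 (SD, n = 8) in SD, 6.01 ± 1.15 (SD, n = 7) in HFD and 3.62 ± 0.99 (SD, n = 7) in HFD-DR mice. In the T2D model it was 5.37 ± 1.45 (SD, n = 8) in HFD-STZ and 2.93 ± 0.55 (SD, n = 6) in HFD-STZ-DR mice. Lipf was higher in HFD than in SD mice by 2.83 on the log2 scale (SE 0.45, adjusted p = 0.0134 from limma with Benjamini-Hochberg adjustment). The other comparisons of Lipf did not pass the adjusted threshold. The change was -2.39 (SE 0.52, adjusted p = 0.232) for HFD-DR against HFD, 2.19 (SE 0.53, adjusted p = 0.353) for HFD-STZ against SD and -2.44 (SE 0.57, adjusted p = 0.151) for HFD-STZ-DR against HFD-STZ. With each sample left out in turn, the change between HFD and SD mice stayed between 2.64 and 3.12. The log2 value of Pla2g2e was 3.19 ± 0.43 (SD, n = 8) in SD, 4.88 ± 1.04 (SD, n = 7) in HFD, 3.53 ± 0.48 (SD, n = 7) in HFD-DR, 4.61 ± 0.88 (SD, n = 8) in HFD-STZ and 3.06 ± 0.31 (SD, n = 6) in HFD-STZ-DR mice. Its change did not pass the adjusted threshold in any of these 4 comparisons. It was 1.70 for HFD against SD (SE 0.37, adjusted p = 0.0917) and -1.35 for HFD-DR against HFD (SE 0.39, adjusted p = 0.524). For HFD-STZ against SD it was 1.42 (SE 0.33, adjusted p = 0.318), and for HFD-STZ-DR against HFD-STZ it was -1.55 (SE 0.36, adjusted p = 0.134). Taken alone, the exact permutation test gave p = 0.000466 for Pla2g2e in HFD against SD mice. In the fit of all 8 groups, Pla2g2e did pass for HFD against SD (adjusted p = 0.0128) and for HFD-STZ-DR against HFD-STZ (adjusted p = 0.0425), and so did Lipf for HFD-STZ-DR against HFD-STZ (adjusted p = 0.0341).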

Common KEGG terms were identified across both disease models: ‘fat digestion and absorption’ (two genes; *Lipf*, *Pla2g2e*) and ‘glycerophospholipid metabolism’ (two genes; *Pla2g2e*, *Lpgat1*). These analyses further support that lipid metabolism is dysregulated during PN pathogenesis.

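Lpgat1, which encodes a lysophosphatidylglycerol acyltransferase, lies on chromosome 1 of GRCm38 from 191717834 to 191784255. Its log2 value in 24-week mice was 11.35 ± 0.34 (SD, n = 8) in SD, 12.55 ± 0.98 (SD, n = 7) in HFD, 11.31 ± 0.57 (SD, n = 7) in HFD-DR, 12.23 ± 0.71 (SD, n = 8) in HFD-STZ and 11.02 ± 0.28 (SD, n = 6) in HFD-STZ-DR mice. The log2 fold change was 1.2 for HFD against SD (SE 0.33, adjusted p = 0.228 from limma with Benjamini-Hochberg adjustment) and -1.24 for HFD-DR against HFD (SE 0.38, adjusted p = 0.56). In the T2D model it was 0.87 for HFD-STZ against SD (SE 0.26, adjusted p = 0.623) and -1.21 for HFD-STZ-DR against HFD-STZ (SE 0.28, adjusted p = 0.144). None of these changes passed the threshold over all genes. In the exact permutation test of this gene alone, each had a p-value under 0.05 (p = 0.00622, 0.0192, 0.00948 and 0.004 in the order given). The enrichment of KEGG terms was not analysed here. From the lipid-related KEGG terms enriched among the common DEGs of both models, to which Lipf, Pla2g2e and Lpgat1 belong, the paper draws further evidence for dysregulated lipid metabolism during PN pathogenesis.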

### Integration of lipidome and transcriptome datasets reveals highly intercorrelated lipids and transcripts

As a first step towards integrating the lipidomic and transcriptomic datasets, 578 lipids and 6024 genes were selected using orthogonal partial least squares (O2PLS) to identify the joint covariation between the two datasets (Fig. 6A). Figure S3 illustrates predicted interactions between the lipid and transcript datasets in a scatter plot. The top 50 lipid (Table S2) and 100 gene (Table S3) candidates from this correlation analysis are highlighted in loading plots (Fig. S4). 

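All 100 genes of Table S3 are in the deposited values. In the 24-week samples, 98 of them were tested between HFD and SD mice, and 93 were higher in HFD mice. A Benjamini-Hochberg adjusted p-value under 0.05 in limma's test was found for 15 over all genes tested and for 61 over the list alone. Between HFD-STZ and SD mice, 93 of the 96 genes tested were higher in HFD-STZ mice, and 5 passed over all genes. After DR, 93 of 98 genes were lower than in HFD mice and 96 of 96 were lower than in HFD-STZ mice. The paper chose these genes with the same samples, so the counts describe the list and do not test it. The 5 genes with the largest loadings in Table S3 are Tph2, Lep, Itgad, Slc5a7 and Ubd. Lep, which encodes leptin and lies on chromosome 6 of GRCm38 from 29060220 to 29073877, had a log2 value of 13.37 ± 1.38 (SD, n = 7) in HFD and 10.08 ± 1.36 (SD, n = 8) in SD mice. It was higher by 3.3 (SE 0.64, adjusted p = 0.0596 from limma) in HFD mice. In the fit of all 8 groups, Lep did pass (adjusted p = 0.0312), as it did there with the run of library numbers as a covariate (adjusted p = 0.0266). It also passed with each sample centred (adjusted p = 0.0359) and in 3 of 15 fits with a sample left out. Itgad lies on chromosome 7 from 128154376 to 128223816 and shares 8.16% of the 100-base stretches of its longest transcript with other genes, Itgax among them. Its log2 value was 8.64 ± 1.35 (SD, n = 7) in HFD and 3.50 ± 0.60 (SD, n = 8) in SD mice, a change of 5.14 (SE 0.48, adjusted p = 7.7e-05 from limma). Slc5a7 was higher by 4.21 (SE 0.47, adjusted p = 0.000328) in HFD mice.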

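Lpl, Cd36 and Dgat2 were among the 18191 genes tested between HFD and SD mice at 24 weeks of age, and none of them had an adjusted p-value under 0.05 in limma's test with Benjamini-Hochberg adjustment. Lpl encodes lipoprotein lipase and lies on chromosome 8 of GRCm38 from 68880491 to 68907448. Of the 100-base stretches of its longest transcript, 1.12% also occur in other genes. Its log2 value was 14.92 ± 1.28 (SD, n = 7) in HFD and 14.02 ± 0.91 (SD, n = 8) in SD mice, a change of 0.89 (SE 0.51, adjusted p = 0.605, exact permutation p = 0.14). Cd36, on chromosome 5 from 17781690 to 17888801, had a value of 14.54 ± 1.15 (SD, n = 7) in HFD and 13.52 ± 0.67 (SD, n = 8) in SD mice, a change of 1.02 (SE 0.43, adjusted p = 0.505, exact permutation p = 0.0535). Dgat2, on chromosome 7 from 99153658 to 99182719, had a value of 13.54 ± 1.13 (SD, n = 7) in HFD and 12.43 ± 0.72 (SD, n = 8) in SD mice. The change in Dgat2 was 1.11 (SE 0.43, adjusted p = 0.453, exact permutation p = 0.0413), and 4 of the 7 HFD mice lay above every SD mouse. With each sample left out in turn, it stayed between 0.89 and 1.37. These 3 genes are expressed in adipocytes, and with the adipocyte marker score as a covariate their changes were 0.84 (adjusted p = 0.0119 from limma), 0.98 (adjusted p = 0.0006) and 1.07 (adjusted p = 0.000118). All 3 thus passed over all genes in that fit, which was looked at after the values were seen. HFD and SD mice hardly differed in this score (difference 0.049), so the covariate could not remove much of these changes.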

Novel lipids identified by O2PLS but not by DAL/DEG analysis were predominantly TGs and DGs, and novel genes include *Lpl* (lipoprotein hydrolysis), *Cd36* (FA uptake) and *Dgat2* (diacylglycerol O-acyltransferase 2; TG synthesis). 

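For each sample, the z-scores of the 100 genes of Table S3 over all 53 samples were averaged to a score. Pirt, 1 of the 25 genes with a value above 22 (53.5 in 1 HFD-STZ sample at 24 weeks), was kept in this score. At 16 weeks of age, the score was 0.458 ± 0.698 (SD, n = 7) in HFD, -0.443 ± 0.574 (SD, n = 5) in HFD-STZ and -0.954 ± 0.494 (SD, n = 5) in SD mice. HFD and SD mice differed by 1.41 (2-sided exact permutation p = 0.00505). HFD-STZ and SD mice differed by 0.511, without a p-value under 0.05 in the test without blocks (exact permutation p = 0.159). With the run of library numbers as a block, chosen after the data were seen, this difference was 0.846, with HFD-STZ mice higher in each of the 4 runs that hold both groups (exact permutation p = 0.125, the smallest its 16 arrangements allow). In the blocked test, HFD and SD mice of this age differed by 1.26 (exact permutation p = 0.0625). At 24 weeks of age, the score was 0.911 ± 0.792 (SD, n = 7) in HFD, 0.644 ± 0.661 (SD, n = 8) in HFD-STZ, -0.192 ± 0.420 (SD, n = 8) in SD, -0.221 ± 0.650 (SD, n = 7) in HFD-DR and -0.779 ± 0.371 (SD, n = 6) in HFD-STZ-DR mice. The difference from SD was 1.1 for HFD mice (exact permutation p = 0.00435) and 0.836 for HFD-STZ mice (exact permutation p = 0.0107). HFD-DR differed from HFD mice by -1.13 (exact permutation p = 0.0175) and HFD-STZ-DR from HFD-STZ mice by -1.42 (exact permutation p = 0.002). With the block, these 4 differences were 1.12 (exact permutation p = 0.0156), 0.836 (p = 0.0391), -1.16 (p = 0.125) and -1.35 (p = 0.0312). The difference between HFD and SD mice changed by -0.309 from 16 to 24 weeks, which is within the spread expected when ages are permuted within each diet (permutation p = 0.558 over 100000 permutations). That between HFD-STZ and SD mice changed by 0.325 (permutation p = 0.576), a test also added after the data were seen. Only the 63 genes that Table S3 lists as found by O2PLS and not as common DEGs gave a weaker result, with a difference of 0.596 between HFD-STZ and SD mice at 24 weeks (exact permutation p = 0.0603). With the adipocyte marker score as a covariate, the 24-week differences were 1.07 for HFD against SD, 0.714 for HFD-STZ against SD, -0.735 for HFD-DR against HFD and -0.602 for HFD-STZ-DR against HFD-STZ. At 16 weeks, HFD mice had a higher adipocyte score than SD mice by 1.70 (exact permutation p = 0.053) and HFD-STZ mice by 0.773 (exact permutation p = 0.429). With this score as a covariate, tried after the data were seen, the 16-week differences in the Table S3 score were 0.783 and 0.270. The change in the HFD effect with age in such a fit was 0.459 without a test, so its direction is not resolved, and 10 of the 100 genes are themselves adipocyte or muscle markers, so the covariate takes out part of the score. As the genes were chosen with these samples, the p-values do not test whether the list separates other mice.

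**Figure D1:**
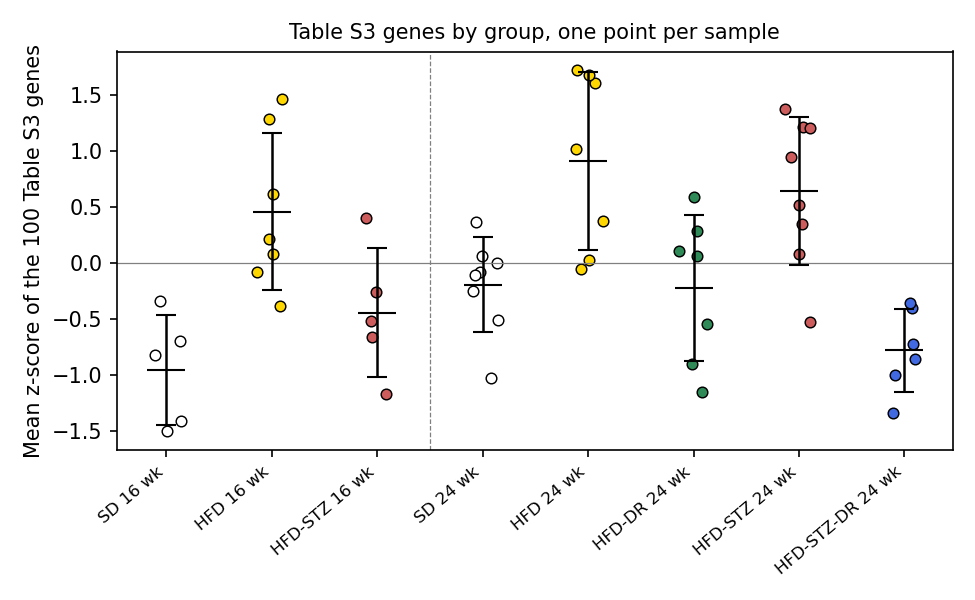
Mean z-score of the 100 Table S3 genes (vertical axis, in SD of each gene over all samples) in the 8 groups, with a point per sample, horizontal bars for means and error bars for the SD. SD mice at 16 weeks lie between -1.5 and -0.340, and HFD mice at 24 weeks between -0.0574 and 1.73.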

A heat map of the top lipids and transcripts reveals distinctions between the SD, HFD, HFD-STZ, HFD-DR and HFD-STZ-DR groups (Fig. 6B,C), which become more pronounced following a longer duration of metabolic disease (Fig. S3).

**Fig. 6.**
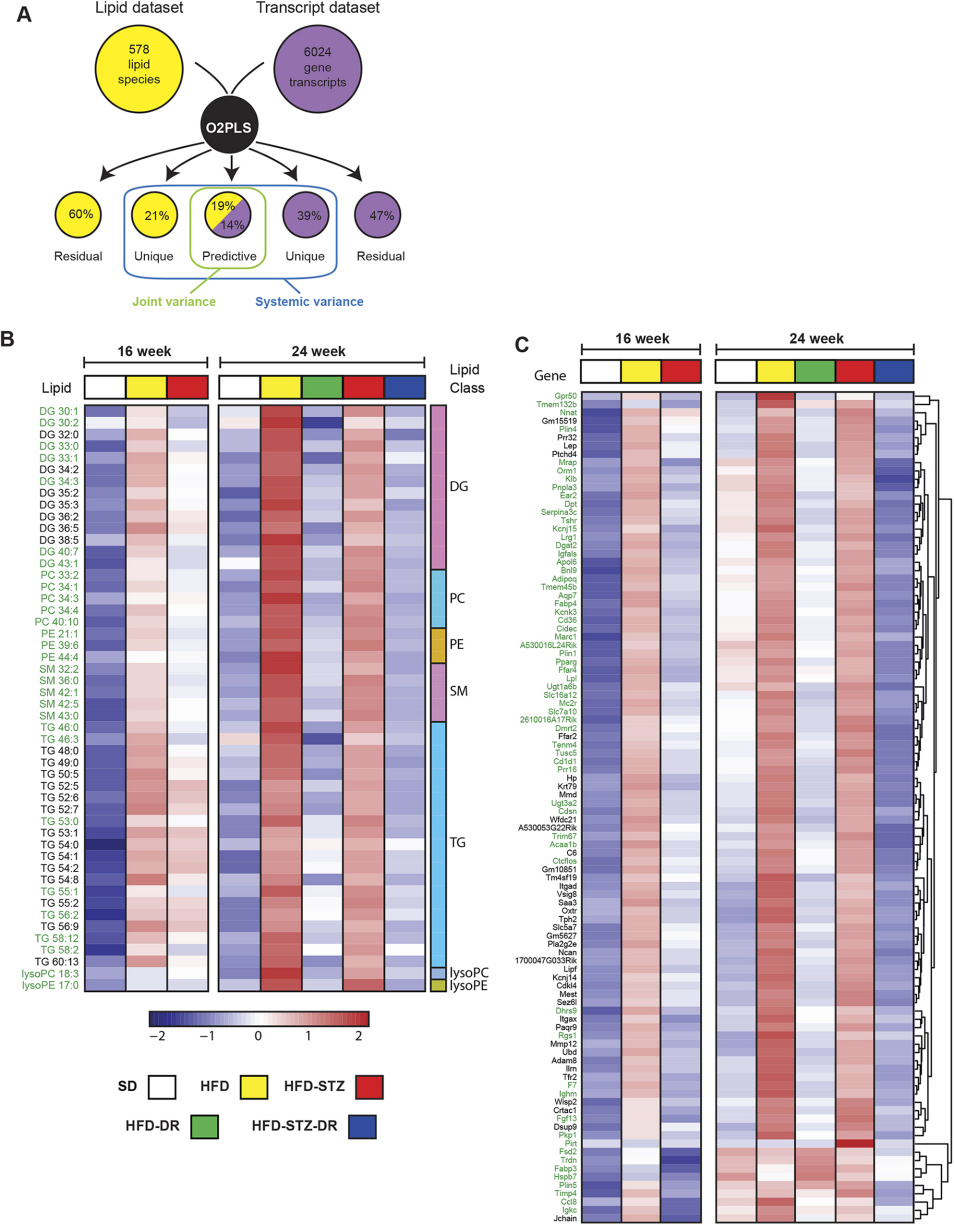
**Integrative analysis of transcriptome and lipidome.** (A) Overview of the O2PLS integrative analysis: each model structure shows the percentage of the total variance explained with a total of six components identified. Heat maps representing the average expression profiles of the top (B) 50 lipids and (C) 100 genes by O2PLS across each of the groups at 16 and 24 weeks of age. Lipids and genes identified only by O2PLS are written in green, while lipids and genes previously identified as common DALs/DEGs through our differential analysis are in black. DAL, differentially altered lipid; DEG, differentially expressed gene. DG, diglycerides; PC, phosphatidylcholines; PE, phosphatidylethanolamines; SM, sphingomyelins; TG, triglycerides; lysoPC, lysophosphatidylcholines; lysoPE, lysophosphatidylethanolamines.

### Lipid-transcript correlation network

To filter the identified pairs of highly correlated lipids and transcripts for biological significance, we employed a correlation network analysis. This network was constructed from 578 lipids and 92 genes with known lipid association according to the Human Metabolome Database (HMDB), using the previously identified highly correlated pairs. The final lipid-transcript correlation network included 231 lipids and eight genes, with 31 highly interconnected subnetworks (Fig. 7A), of which four were large and contained 24 or more nodes (approximately 10% of total nodes). All eight genes were connected to two subnetworks comprising mostly TGs and DGs (Fig. 7A, green) or various lipids (Fig. 7A, cyan). Of note, most of the lipids in the green subnetworks were significantly affected by prediabetes and/or T2D but reversed by DR, suggesting an association of TGs and DGs with PN pathogenesis. Six of the eight genes were also present in the top 100 O2PLS candidate transcripts (including *Lpl*, *Cd36* and *Dgat2*) (Table S3), further supporting their dysregulation in nerve lipid homeostasis.

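Of the 8 genes in the network, 6 are in Table S3, and Mgll and Mogat2 are not. All 8 were higher in HFD than in SD mice at 24 weeks and lower in HFD-DR than in HFD mice, and 1 of them, Lipf, had an adjusted p-value under 0.05 over all genes in the disease comparison. Plin4 lies on chromosome 17 of GRCm38 from 56100591 to 56109803, where its exons overlap Hdgfl2 on the opposite strand, and encodes a lipid droplet protein. Its log2 value was 12.34 ± 0.97 (SD, n = 7) in HFD and 11.17 ± 0.88 (SD, n = 8) in SD mice, a change of 1.18 (SE 0.43, adjusted p = 0.416 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0309). Mgll, which encodes monoglyceride lipase and lies on chromosome 6 from 88724412 to 88828360, overlaps Gm26588 on the opposite strand. It changed from 12.46 ± 0.29 (SD, n = 8) in SD to 12.87 ± 0.63 (SD, n = 7) in HFD mice, by 0.41 (SE 0.22, adjusted p = 0.598, exact permutation p = 0.123). Mogat2, a monoacylglycerol acyltransferase gene on chromosome 7 from 99219084 to 99238619, overlaps Gm45012 on the opposite strand. It changed from 3.92 ± 0.27 (SD, n = 8) in SD to 5.38 ± 1.02 (SD, n = 7) in HFD mice, by 1.46 (SE 0.35, adjusted p = 0.125, exact permutation p = 0.00218). If the libraries were non-stranded, as the paper states, reads from the overlapping genes cannot be told apart from those of Plin4, Mgll and Mogat2 in shared stretches. Of the 100-base stretches of the longest transcripts of Plin4, Mgll and Mogat2, 0% also occur in other genes. The correlation network itself was not analysed here, as it also rests on the lipid measurements.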

**Fig. 7.**
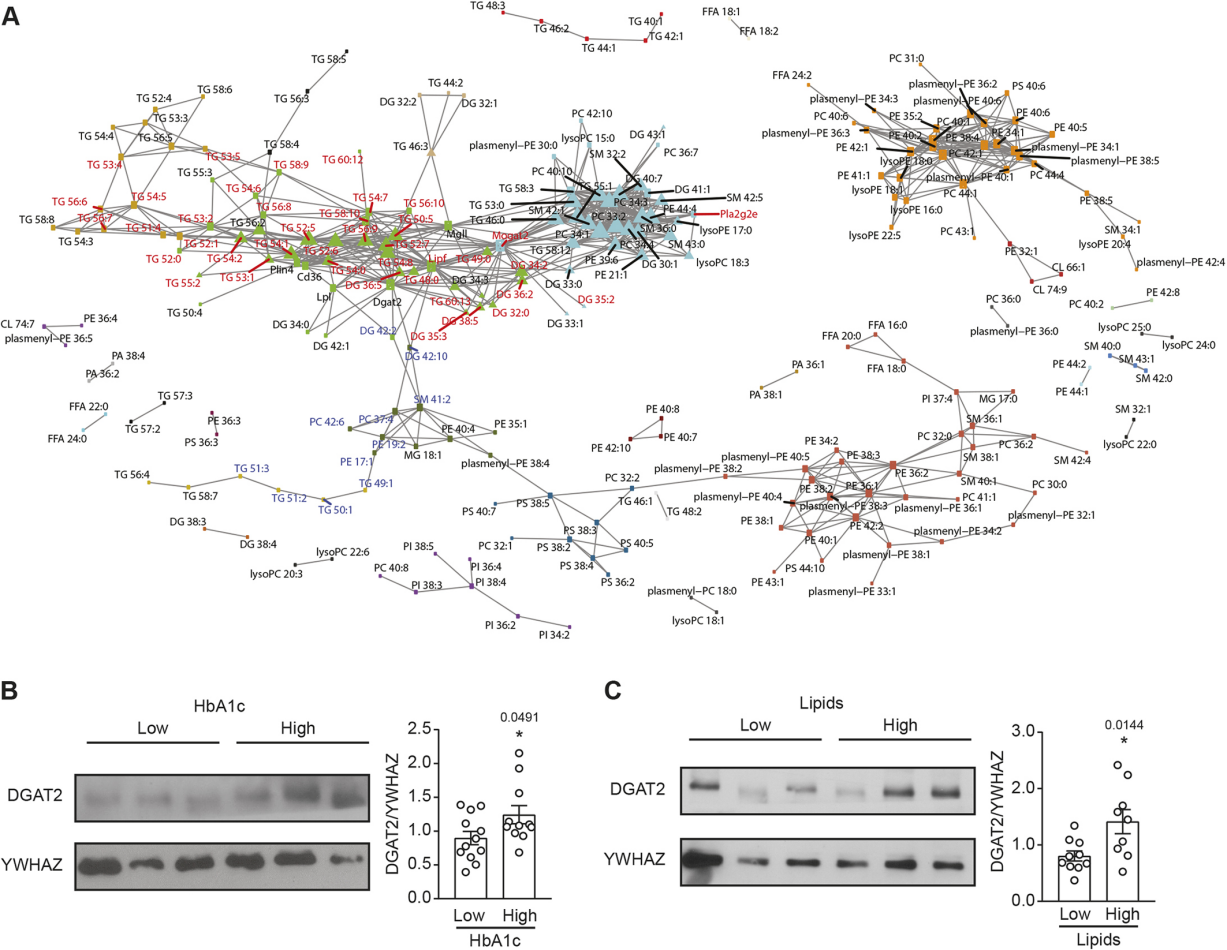
**DGAT2, identified in a lipid-gene transcript network, was elevated in sural nerve biopsy from patients with high lipid status.** (A) Lipid-gene transcript correlation network. A pairwise correlation network was constructed using 578 lipids and 92 genes, included in the O2PLS analysis, that had an annotated association in the HMDB. Only lipid-lipid and lipid-gene pairs with a Pearson correlation coefficient >0.6 or <−0.6 were included. Node=lipids and genes. Edge=correlated pair. Node colour=subnetworks identified by igraph. Node shape=type of entities (triangle=top lipid species from O2PLS; circle=lipids; square=genes with known lipid interactions). Node font colour=DR [black=not reversed; red=reversed (upregulated in HFD or HFD-STZ); blue=reversed (downregulated in HFD or HFD-STZ)]. (B) Left: representative immunoblot of microsome-derived lysates from sural nerve biopsies when patients were stratified according to HbA1c status. Right: densitometry analysis showing an increase in DGAT2 in the sural nerve of patients with high HbA1c. (C) Left: representative immunoblot of microsome-derived lysates from sural nerve biopsies when patients were stratified according to lipid status. Right: densitometry analysis showing an increase in DGAT2 in the sural nerve of patients with high lipids (elevated plasma cholesterol and TG). YWHAZ was used as the protein loading control. *n*=9/10. *P<0.05, two-tailed Student's *t*-test. Data are presented as the mean±s.e.m. DR, dietary reversal; HMDB, Human Metabolome Database.

To validate our findings, we determined the expression levels of the six genes that overlapped between O2PLS and network correlation analyses using quantitative real-time PCR (qPCR) on pooled archived RNA from SCNs from 24-week-old SD, HFD and HFD-DR mice. Expression was increased in HFD compared to SD mice, and decreased in HFD-DR for all genes (Fig. S5), suggesting that the FA uptake and TG synthesis machinery is upregulated in the SCN of prediabetic mice.

### Increased DGAT2 protein in neuropathic patients with hyperlipidaemia

Our lipidomic findings implicate that increased TGs correlate with HFD-induced PN. Integration with transcriptomic data pinpoints *Dgat2* as a crucial gene by both O2PLS and network correlation analysis, which we validated by qPCR. DGAT2 catalyses the final and only committed step in TG synthesis (Choi et al., 2007) but, despite its central role in TG metabolism, its relevance to human PN is unknown. Therefore, we assessed DGAT2 protein expression in microsomes isolated from sural nerve biopsies of diabetic patients with PN who were stratified based on severity of metabolic disease (higher HbA_1c_ or TG and cholesterol levels; Tables S4 and S5, respectively). DGAT2 protein expression was increased in sural nerves of diabetic patients with high HbA_1c_ or high TG and cholesterol levels compared to diabetic patients with low HbA_1c_ or low TG and cholesterol levels (Fig. 7B,C). Importantly, elevated TG and cholesterol were associated with a loss of myelinated fibres, and therefore had a more severe PN phenotype (Table S5). Overall, these data suggest that DGAT2 expression correlates with PN pathogenesis and could be a potential target.

## DISCUSSION

Although several studies have shown that dyslipidaemia is associated with PN development, the precise pathogenic mechanisms remain unclear. We recently identified changes in lipid classes within the SCNs of *db/db* mice (Sas et al., 2018), but these findings were confounded by deficient leptin signalling. For diet-induced models, we recently performed a strain comparison analysis across three genetic backgrounds commonly used in diabetes research, BKS, BTBR and C57BL/6J. We identified HFD-fed C57BL/6J mice as the most robust experimental model of prediabetes, obesity and PN (Hinder et al., 2017). Here, we employed our recently published mouse models of prediabetes and T2D with PN on the optimal C57BL/6J background (O'Brien et al., 2018b), combined with a DR paradigm that reverses metabolic disease and PN (Hinder et al., 2017). These models are not genetically manipulated, parallel the human disease, and are clinically relevant. Using untargeted and targeted lipidomic profiling, we report changes in lipid classes and species in SCNs from animals with prediabetes and T2D-induced PN. Integration of lipidomic and transcriptomic datasets from SCNs of both disease models revealed that TGs and a TG synthesis pathway – possibly from diet-derived FAs – were associated PN pathogenesis. DGAT2 was identified as a key upregulated enzyme in HFD and HFD-STZ mice, which was also the case in sural nerve biopsy from hyperlipidaemic diabetes patients with PN. 

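In the T2D model, Dgat2 had a log2 value of 13.01 ± 1.03 (SD, n = 8) in HFD-STZ mice at 24 weeks of age. The change against SD mice was 0.58 (SE 0.40, adjusted p = 0.832 from limma with Benjamini-Hochberg adjustment), and 4 of the 8 HFD-STZ mice lay above every SD mouse. This difference did not have a p-value under 0.05 in the permutation test of this gene alone (exact permutation p = 0.209). At 16 weeks of age, the value was 11.32 ± 0.96 (SD, n = 5) in SD, 13.09 ± 0.88 (SD, n = 7) in HFD and 11.69 ± 0.73 (SD, n = 5) in HFD-STZ mice. HFD mice of this age differed from SD mice by 1.77 (SE 0.46, adjusted p = 0.37, exact permutation p = 0.00758), and HFD-STZ mice by 0.37 (SE 0.45, adjusted p = 0.757, exact permutation p = 0.532). A difference in the HFD effect on Dgat2 between the ages was not resolved (interaction -0.66, SE 0.67, adjusted p = 0.598 over the named genes from limma). With this SE, the test cannot show that the effects are alike. With the adipocyte marker score as a covariate at 16 weeks, tried after the data were seen, Dgat2 changed by 0.85 for HFD (adjusted p = 0.536) and by 0.01 for HFD-STZ mice (adjusted p = 0.994), and the interaction was 0.49. Protein in human nerve biopsies was not analysed here.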

Our data provide the first comprehensive insight into dysregulated lipid metabolism pathways in peripheral nerves during metabolic disease and suggest that TG levels correlate with PN pathogenesis.

We have reported that dietary obesity coupled with impaired glucose tolerance are the primary metabolic factors linked to PN in four distinct clinical cohorts (Andersen et al., 2018; Callaghan et al., 2018, [Bibr DMM042101C5][Bibr DMM042101C5],b). Separate clinical trials, including Look AHEAD (Look AHEAD Research Group, 2017) and our Impaired Glucose Tolerance Study (Smith et al., 2006), demonstrated that diet and exercise improved PN and metabolic fitness in prediabetes and T2D patients. We recently reproduced these findings in HFD mice following DR (Hinder et al., 2017), providing a clinically relevant experimental model to study how DR ameliorates PN pathogenesis in prediabetes (Cooper et al., 2018; Coppey et al., 2018). In this study, we extend our findings to include a T2D model, the HFD-STZ mouse. Although HFD-STZ mice had higher FBG and HbA_1c_, there was no significant difference in PN phenotype compared to HFD mice, suggesting that nerve injury begins in the prediabetic state, before progression to overt T2D. These findings are in line with our published experimental and clinical data (Callaghan et al., 2016b; O'Brien et al., 2018b). Moreover, by implementing DR earlier (16 vs 20 weeks of age) and extending its duration (4 vs 8 weeks of age), both HFD and HFD-STZ mice displayed improved behaviour, NCVs and IENFDs compared to our previous findings (O'Brien et al., 2018b). ‘Replicating’ the human condition in these non-genetic mouse models allowed us to examine neural lipid homeostasis in models more relevant to the human disease.

In this study, we report for the first time that TGs on a class level are elevated in SCN at 16 and 24 weeks of age in HFD and HFD-STZ mice, and this is reversed by DR, suggesting an association of raised TG nerve content with PN. These changes are consistent with clinical and experimental evidence in support of a correlation between plasma TGs and PN development, further supporting a potential involvement of TGs in PN pathogenesis (Lupachyk et al., 2012; Smith and Singleton, 2013; Wiggin et al., 2009). We specifically observed an elevation in TG acyl chains derived from the SFAs palmitate (C16:0) and stearate (C18:0). Since dietary palmitate and stearate content is elevated in the HFD relative to the SD, these results suggest that diet-derived SFAs are incorporated into nerve TGs. The idea that these SFA species negatively impact peripheral nerve function is supported by reports that obesity linked to an SFA-rich diet correlates with PN development in patients with prediabetes and T2D (Callaghan et al., 2018, 2016a,b). Moreover, primary mouse sensory neurons exposed to SFAs have impaired mitochondrial function and bioenergetic capacity, both signs of axonal injury (Rumora et al., 2018, 2019). We also detected increased levels of TG acyl chains derived from the monounsaturated FA oleate in SCNs of HFD mice. Experimental and clinical studies reported beneficial effects of unsaturated FAs on nerve function (Coppey et al., 2018; Davidson et al., 2018; Shevalye et al., 2015; Yorek et al., 2017). The differential impact of oleate may be related to the lower ratio of dietary monounsaturated FAs to SFAs in the lard-based HFD chow (Coppey et al., 2018; Listenberger et al., 2003). Our findings may also relate to the source of dietary oleate, which is lard-based (animal), and may not be as beneficial to nerve function as plant-derived oleate (de Oliveira Otto et al., 2012; Wanders et al., 2017). This emphasises the importance of understanding both the source of the FA and the specific FA species constituting nerve TGs.

We also identified a role for genes involved in dysregulated lipid metabolism (*Lipf*, *Pla2g2e*) and sterile inflammation (*Saa3*, *Il1rn*) in PN using both transcriptomic and O2PLS analyses. These findings are consistent with our previous reports in *ob/ob* and *db/db* mouse models (Hur et al., 2015; O'Brien et al., 2015; Pande et al., 2011). 

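Saa3, which encodes serum amyloid A3, lies on chromosome 7 of GRCm38 from 46711998 to 46715700. In 24-week mice its log2 value was 3.39 ± 0.48 (SD, n = 8) in SD, 7.12 ± 1.18 (SD, n = 7) in HFD, 3.87 ± 0.89 (SD, n = 7) in HFD-DR, 6.08 ± 1.42 (SD, n = 8) in HFD-STZ and 2.85 ± 0.30 (SD, n = 6) in HFD-STZ-DR mice. The log2 fold change was 3.73 for HFD against SD (SE 0.41, adjusted p = 0.000328 from limma with Benjamini-Hochberg adjustment), and all 7 HFD mice lay above every SD mouse. It was -3.25 for HFD-DR against HFD (SE 0.50, adjusted p = 0.0537) and 2.69 for HFD-STZ against SD (SE 0.49, adjusted p = 0.0883). For HFD-STZ-DR against HFD-STZ it was -3.23 (SE 0.55, adjusted p = 0.0486). That call was lost without a filter on low values (adjusted p = 0.149), with robust empirical Bayes (adjusted p = 0.0518), with a variance prior without trend (adjusted p = 0.0568), with genes above 22 kept (adjusted p = 0.0534) and in 11 of 14 fits with a sample left out. In the fit of all 8 groups, Saa3 passed in each of the 4 comparisons, with adjusted p-values of 0.0153 for HFD-DR against HFD and 0.0486 for HFD-STZ against SD. Il1rn, which encodes the interleukin 1 receptor antagonist, lies on chromosome 2 from 24336853 to 24351494. Its value was 4.86 ± 0.62 (SD, n = 8) in SD, 6.85 ± 1.13 (SD, n = 7) in HFD and 4.87 ± 0.72 (SD, n = 7) in HFD-DR mice. Il1rn changed by 1.99 for HFD against SD (SE 0.42, adjusted p = 0.0788, exact permutation p = 0.00124) and by -1.98 for HFD-DR against HFD (SE 0.46, adjusted p = 0.286, exact permutation p = 0.0035). In HFD-STZ mice it was 5.92 ± 0.93 (SD, n = 8), higher than in SD mice by 1.06 (SE 0.37, adjusted p = 0.795), and in HFD-STZ-DR mice it was 4.37 ± 0.49 (SD, n = 6), a change of -1.55 from HFD-STZ mice (SE 0.39, adjusted p = 0.184).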

The regulation of these pathways in SCNs from four murine models with PN (HFD, HFD-STZ, *ob/ob* and *db/db)* strongly suggests that loss of normal lipid metabolism and sterile inflammation are biologically meaningful with respect to PN pathogenesis. Parallel changes in these pathways are present in sural nerves from patients with diabetes and PN (McGregor et al., 2018), further highlighting the potential pathogenic relevance of altered nerve lipid metabolism and inflammation in PN.

When O2PLS integration was combined with correlation network analysis we continued to observe genes in the HFD and DR groups whose encoded proteins play critical roles in lipid pathways, including lipoprotein catabolism, FA transport and complex-lipid/TG synthesis. 

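For Lpl and Cd36, the comparisons with DR and in the T2D model at 24 weeks of age were tested with limma and Benjamini-Hochberg adjustment, and none passed the threshold of 0.05. Lpl changed by -1.12 for HFD-DR against HFD (SE 0.63, adjusted p = 0.799, exact permutation p = 0.143) and by 0.62 for HFD-STZ against SD (SE 0.49, adjusted p = 0.833, exact permutation p = 0.267). It changed by -1.81 for HFD-STZ-DR against HFD-STZ (SE 0.65, adjusted p = 0.519, exact permutation p = 0.0333). Its log2 value was 13.80 ± 1.41 (SD, n = 7) in HFD-DR, 14.64 ± 1.22 (SD, n = 8) in HFD-STZ and 12.83 ± 1.48 (SD, n = 6) in HFD-STZ-DR mice. Cd36 had values of 13.30 ± 1.08 (SD, n = 7), 14.22 ± 1.06 (SD, n = 8) and 12.51 ± 0.87 (SD, n = 6) in the same groups. The change in Cd36 was -1.23 for HFD-DR against HFD (SE 0.53, adjusted p = 0.716, exact permutation p = 0.0664), 0.70 for HFD-STZ against SD (SE 0.41, adjusted p = 0.832, exact permutation p = 0.135) and -1.71 for HFD-STZ-DR against HFD-STZ (SE 0.48, adjusted p = 0.258, exact permutation p = 0.00999). With the adipocyte marker score as a covariate, the changes after DR shrank to -0.42 for Lpl and -0.65 for Cd36 in the prediabetic model, and were 0.20 for Lpl and -0.14 for Cd36 in the T2D model.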

*Lipf* was again identified as a gene of interest along with *Lpl*, *CD36* and *DGAT2*. Lipoprotein lipase and gastric lipase (encoded by *Lpl* and *Lipf*, respectively) hydrolyses circulating lipoprotein TGs and gastrointestinal dietary TGs, respectively. While the significance of gastric lipase to PN is largely unknown, lipoprotein lipase is implicated in myelination (Rachana et al., 2018), and its upregulation in our models suggests dysregulation of myelin lipid homeostasis. CD36, a long-chain-FA transporter, mediates palmitate-induced apoptosis in the diabetic kidney (Susztak et al., 2005) and oxidized lipid toxicity in the diabetic retina (Fu et al., 2014). In agreement with our current data, we previously reported increased CD36 expression in nerves of *db/db* mice with PN (Pande et al., 2011) and in patients with progressive diabetic PN (Hur et al., 2011). Collectively, these results support future studies to identify potentially cohesive mechanisms underlying lipoprotein lipase- and CD36-mediated nerve injury in metabolic disease (Vincent et al., 2009), and their potential as therapeutic targets for PN treatment.

An important candidate identified by our integrative analyses was *Dgat2*, which is of particular interest because of its critical role in regulating lipid content by promoting TG synthesis (Choi et al., 2007). DGAT2 is a microsomal enzyme found mainly in the endoplasmic reticulum that catalyses the final and only committed step in TG synthesis by converting fatty acyl-CoA and diacylglycerol to TG (Choi et al., 2007). *Dgat2* expression is increased and contributes to damage in metabolically active tissues such as the heart, liver and adipose tissue in HFD mice (Ji et al., 2017; Roe et al., 2018; Suzuki et al., 2005). However, little is known about DGAT2 expression and function in PN. 

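The log2 value of Dgat2 at 24 weeks of age was 12.22 ± 0.81 (SD, n = 7) in HFD-DR mice and 11.31 ± 0.61 (SD, n = 6) in HFD-STZ-DR mice. HFD-DR mice differed from HFD mice by -1.32 (SE 0.46, adjusted p = 0.633 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0303), and 2 of the 7 lay below every HFD mouse. HFD-STZ-DR mice differed from HFD-STZ mice by -1.7 (SE 0.43, adjusted p = 0.184, exact permutation p = 0.00699), and 3 of the 6 lay below every HFD-STZ mouse. Both changes had a p-value under 0.05 in the permutation test of this gene alone, and neither passed the threshold over all genes. Against SD mice, Dgat2 differed by -0.21 in HFD-DR mice (SE 0.36, adjusted p = 0.956, exact permutation p = 0.61) and by -1.12 in HFD-STZ-DR mice (SE 0.33, adjusted p = 0.361, exact permutation p = 0.0117). Whether the effect of DR on Dgat2 differs between the models was not resolved (interaction -0.37, SE 0.67, adjusted p = 0.849 over the named genes from limma). With the adipocyte marker score as a covariate, the change was -0.80 for HFD-DR against HFD (adjusted p = 0.0375 from limma) and -0.35 for HFD-STZ-DR against HFD-STZ (adjusted p = 0.513). The first of these calls was looked at after the values were seen, and with the muscle marker score as a second covariate it was lost (-0.73, adjusted p = 0.549).

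**Figure D2:**
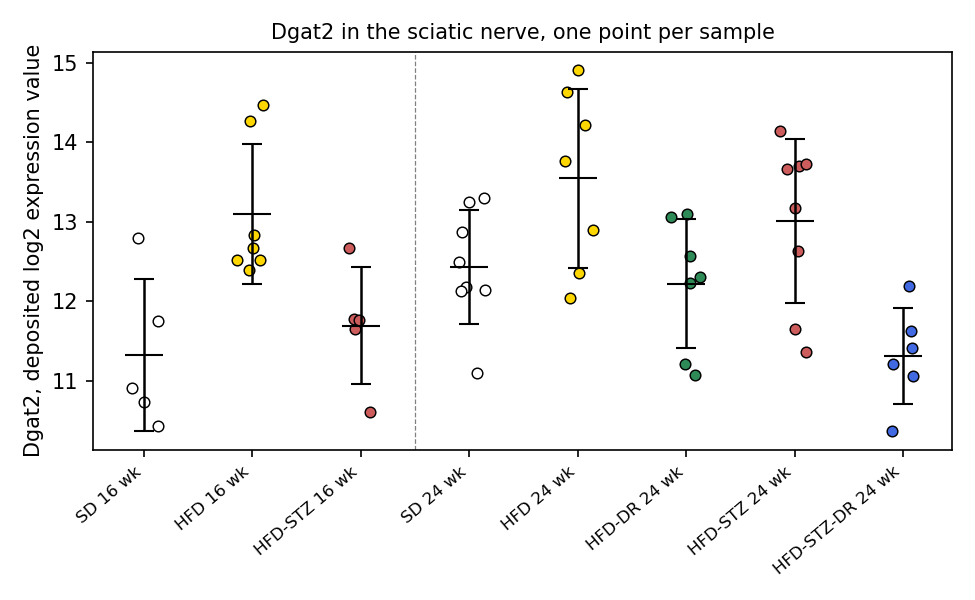
Deposited log2 values of Dgat2 (vertical axis) in the 8 groups, with a point per sample, horizontal bars for means and error bars for the SD. HFD mice at 24 weeks lie between 12.04 and 14.91, HFD-DR mice between 11.07 and 13.10 and SD mice between 11.10 and 13.29.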

In the current study, we observed increased *Dgat2* in the SCN of HFD mice that was restored by DR. To determine whether DGAT2 dysregulation is conserved in human PN, we examined DGAT2 protein levels in sural nerve biopsies collected from patients with T2D and PN (Wiggin et al., 2009). Increased DGAT2 protein levels were associated with an abnormal lipid profile and worse PN phenotype. We also observed increased DGAT2 in T2D patients with poor glycaemic control. These results demonstrated that peripheral nerve TG homeostasis is dysregulated during PN pathogenesis in both mice and humans.

In this study, we identified increases in DGAT2 and TG levels in the SCN of HFD-fed mice with PN that are reversed by DR. Although these analyses capture lipidomic and transcriptomic changes that occur in 16- and 24-week-old mice with established PN, these analyses do not capture early changes that drive PN onset prior to 16 weeks of age. Future studies will examine the nerve lipidome and transcriptome in the early disease state to identify causal mediators of PN onset. We have recently identified sex differences in PN using *ob/ob* mice (O'Brien et al., 2016), which suggests that similar changes may occur in HFD C57 BL/6J mice. Although not part of the current study, we are currently investigating the effect of sex dimorphism on the development of HFD-induced PN. In addition, future work will also evaluate cell-specific changes within the SCN since it is comprised of Schwann cells and endothelial cells, along with neuronal axons. These future studies will enhance our understanding of the contributions of each specific cell type or nerve component to the development of PN in prediabetic and T2D murine models

In summary, we demonstrate reversal of PN using a simple dietary intervention in mice with prediabetes or T2D. We further demonstrate that hyperglycaemia is not a driver of PN along this continuum of metabolic disease. To understand mechanisms beyond hyperglycaemia, we integrated nerve lipidomic and transcriptomic profiles using correlation and network analyses. Our data collectively highlighted that nerve lipid metabolism was dysregulated and centred on DGAT2 and TG synthesis as being correlated with in PN pathogenesis in mice and humans. We suggest that HFD-derived SFAs are possibly incorporated into peripheral nerve TGs and may be involved in peripheral nerve injury. Future studies are required to determine exactly how these specific TG species impair peripheral nerve function and contribute to PN pathogenesis. Nonetheless, these data highlight the therapeutic efficacy of dietary intervention, aimed at reducing SFA-containing TGs, as a disease-modifying therapy for PN.

## MATERIALS AND METHODS

### Mice

Four-week-old male C57BL/6J mice (*n*=16/group; cat# 000664, The Jackson Laboratory, Bar Harbor, ME, USA) were randomised to SD, HFD, HFD-STZ, HFD-DR and HFD-STZ-DR cages with corn-cob bedding and water and food *ad libitum*. Cages were housed in a pathogen-free suite (20±2°C; 12:12 h light:dark cycle) and monitored daily by veterinarian staff. At 5 weeks of age, mice were switched to SD or HFD (D12450B and D12492, respectively; Research Diets, New Brunswick, NJ, USA) (Fig. 1). STZ was administered as described previously (O'Brien et al., 2018b). Briefly, mice received a first STZ dose at 12 weeks of age (75 mg/kg body weight, i.p.; cat# 329420; BD Biosciences, San Jose, CA, USA) followed 72 h later by a second dose (50 mg/kg body weight, i.p.). All procedures were approved by the University of Michigan Committee on Use and Care of Animals.

### Metabolic phenotyping

FBG levels, glucose tolerance test (GTT) and oxidized LDL (oxLDL) were measured as described previously (O'Brien et al., 2018b). Plasma insulin, cholesterol and TG lipoprotein profiles were assessed at the Mouse Metabolic Phenotyping Center (MMPC; www.mmpc.org) in a blinded manner.

### Neuropathy phenotyping

Thermal latency, sural sensory and sciatic-tibial motor NCVs, and IENFD were performed for neuropathy phenotyping as previously described (O'Brien et al., 2018b) in accordance with guidelines by the Diabetic Complications Consortium (www.diacomp.org).

### Untargeted lipidomics

Liquid chromatography tandem mass spectrometry (LC-MS/MS) untargeted lipidomics of SCN, including sample preparation and quality control, was performed by the Michigan Regional Comprehensive Metabolomics Resource Core (MRC2; www.mrc2.umich.edu) as previously described (Sas et al., 2018) in a blinded manner. Lipids were extracted from homogenized SCNs using a modified Bligh-Dyer method (Bligh and Dyer, 1959).

### Lipid identification and profiling

Lipids were identified using LipidBlast (http://fiehnlab.ucdavis.edu/projects/LipidBlast). Quantification was performed by MultiQuant software (SCIEX, Concord, Canada). Missing values were imputed using a K-nearest neighbour (KNN) algorithm and data were normalised using internal standards. Lipids identified in both positive and negative ion modes were merged into a mean value. Differential lipids were identified by Student's *t*-test between groups, with the Benjamini-Hochberg (BH)-corrected *P*<0.05 as the significance cut-off. The lipid species values from this output are provided in Table S6.

### Targeted lipidomics

Targeted lipidomics was performed by MRC2 in a blinded manner. Briefly, ten SCNs were combined, homogenised (Bligh and Dyer, 1959), and neutral lipids, including TG and diacylglycerols, were separated on a 20×20 cm TLC plate (Merck, Darmstadt, Germany) using a solvent system composed of hexane:diethyl ether:acetic acid (80:20:1, v/v) (Wood et al., 1969). GC was used to determine lipid levels by analysing the side-chain FA components from each lipid group using an HP-88 column (Agilent Technologies, Santa Clara, CA, USA) (Morrison and Smith, 1964). Each FA level was normalised to tissue weight and volume.

### RNA-seq

Total RNA was isolated from SCNs using an RNeasy Mini Kit (Qiagen, Germantown, MD, USA) and quality-assessed using a 2100 Bioanalyzer (Agilent Technologies). The sequencing library was prepared using SMART-Seq v4 Ultra Low Input RNA Kit with non-stranded and polyA+ selection (Clontech, Takara Bio USA, Mountain View, CA, USA). Approximately 120-million 125-bp paired-end reads per sample were obtained (HiSeq 2500, Illumina, San Diego, CA, USA). RNA-seq was performed by the University of Michigan DNA Sequencing Core (https://client-seqcore.brcf.med.umich.edu/) in a blinded manner. The raw data are deposited in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo) under accession number GSE140201.

### Differential gene expression analysis

Low-quality (*Q*<30) reads and sequencing adapters were removed and clean reads were mapped to the mouse reference genome mm10 (GRCm38) using HISAT2 mapper (https://ccb.jhu.edu/software/hisat2/index.shtml) (Kim et al., 2015). FeatureCounts (http://subread.sourceforge.net/) summarised the reads mapped to mouse genes (Liao et al., 2014). Fragments per kilobase of transcript per million mapped reads (FPKM) values were calculated for all genes to represent their expression levels. DEGs were identified using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) (Love et al., 2014) with adjusted *P*<0.05 cut-off.

### Functional enrichment analysis

Significantly enriched pathways were determined using KEGG (https://www.genome.jp/kegg/) pathways, with a significance *P*<0.05 cut-off using RichR (https://github.com/hurlab/RichR).

### Two-way orthogonal partial least squares (O2PLS)

O2PLS analysis was used to integrate lipidomics and transcriptomics data to identity highly intercorrelated lipids and gene transcripts (Trygg and Wold, 2003). To reduce the computational complexity, analysis was limited to transcripts with potential differential signals. Lipidomics and transcriptomics data were scaled and transformed as previously described (Bylesjö et al., 2007). O2PLS analysis was performed using an R package (https://www.r-project.org/) (Bouhaddani et al., 2016), and the loading values for the joint covariance part were extracted to find highly interassociated genes and lipids.

### Lipid-transcript correlation network

A network of correlative lipids was constructed using the significant pairs with a Pearson correlation coefficient >0.6 or <−0.6. The network was extended by incorporating highly correlated transcripts with these lipids. The lipid-transcript associations were extracted from HMDB (http://www.hmdb.ca/), which included 316 genes associated with at least one of the lipids in the correlation network. This gene set was further filtered to include the O2PLS integrative analysis resulting in 92 genes. Subnetworks, highly interconnected based on the network topology, were identified with igraph (https://igraph.org/).

### qPCR validation

Biological validation was performed by qPCR (Hur et al., 2015), using sequence-specific primers (Table S7).

### Human sural nerve biopsies

Biopsies were obtained during a double-blind, placebo-controlled, 52-week clinical trial of acetyl-L-carnitine treatment for PN (Hur et al., 2011; Wiggin et al., 2009). Here, T2D patients were divided into two cohorts based on HbA_1c_ levels or cholesterol and TG levels (Tables S4 and S5).

### Microsome isolation

Microsomes were isolated from sural nerve biopsies with a Microsome isolation kit according to the manufacturer's instructions (Abcam, Cambridge, MA, USA).

### Immunoblotting

Immunoblotting was performed as described previously (Wiggin et al., 2009). A total of 20 µg of protein lysate was separated by SDS-PAGE and nitrocellulose membranes were incubated with a goat polyclonal antibody against DGAT2 (Abcam, cat# ab59493, RRID: AB_941282) and a rabbit polyclonal antibody against YWHAZ (Proteintech Group, cat# 14881-1-AP, RRID: AB_2218248).

### Statistical analyses

Statistical analyses were performed using Prism 7 (GraphPad Software, La Jolla, CA, USA) as previously described (O'Brien et al., 2018b).

This article is part of a special collection ‘A Guide to Using Neuromuscular Disease Models for Basic and Preclinical Studies’, which was launched in a dedicated issue guest edited by Annemieke Aartsma-Rus, Maaike van Putten and James Dowling. See related articles in this collection at http://dmm.biologists.org/collection/neuromuscular.

## Supplementary Material

Supplementary information

# Supplementary material for: Integrated lipidomic and transcriptomic analyses identify altered nerve triglycerides in mouse models of prediabetes and type 2 diabetes
**Source:** Dis Model Mech. 2020 Jan 24;13(2):dmm042101. doi: 10.1242/dmm.042101
**Supplement:** Supplementary information

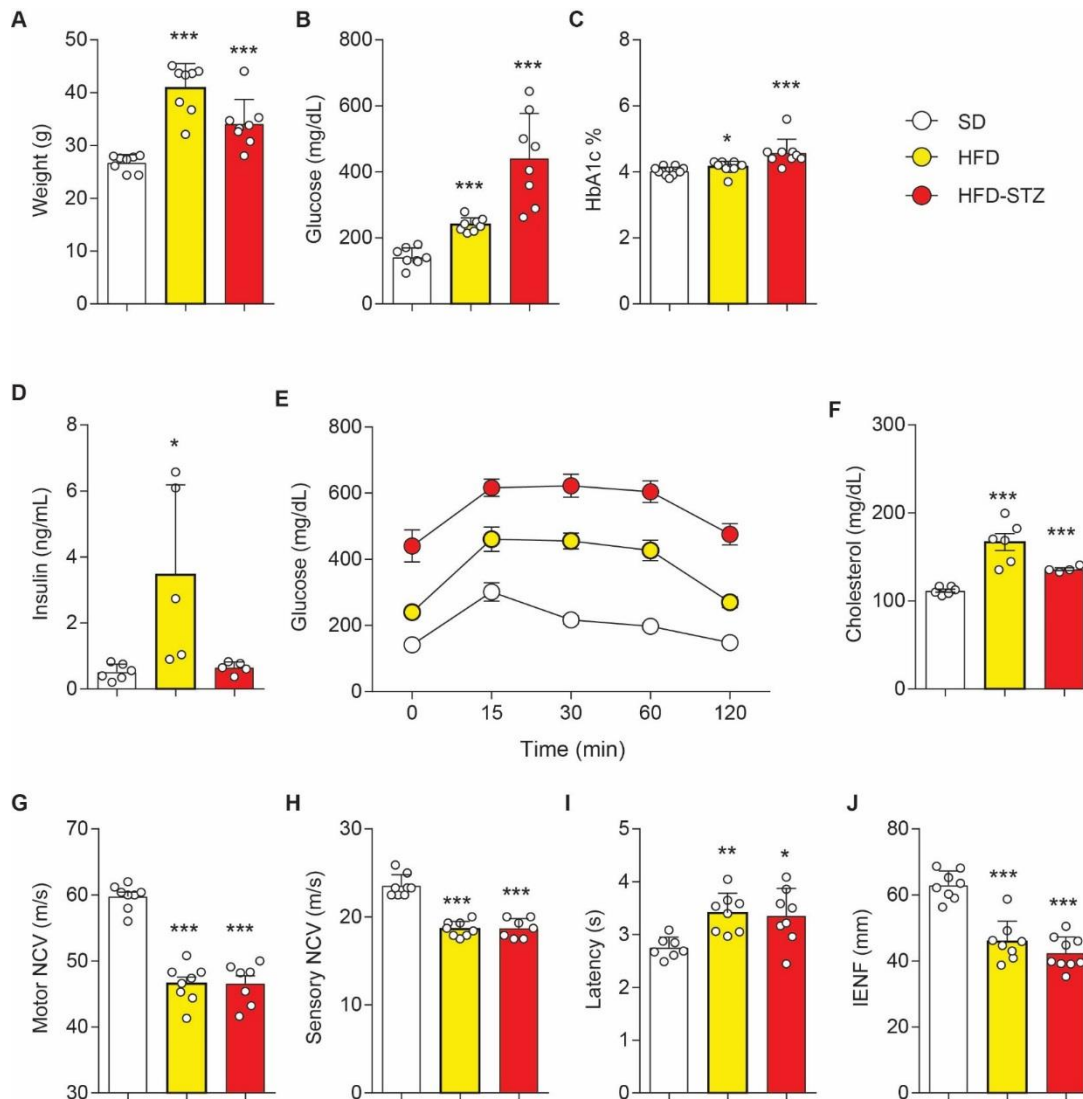

**Fig. S1. HFD and HFD-STZ mice develop metabolic deficits and peripheral neuropathy.** (A) BW (n = 15-16) (B) FBG (n = 7-8). (C) Percent HbA<sub>1c</sub> (n = 13-15). (D) Plasma insulin. (E) GTT on 4 h fasted mice at 24 weeks following glucose i.p. injection (2 g/kg; n = 8). (F) Plasma cholesterol (n = 6). (G) Motor NCV (n = 8). (H) Sensory NCV (n = 8). (I) Withdrawal latency to a heat stimulus directed at the hindpaw of the footpad (n = 6-8). (j) IENFD (n = 6-8). All measures above performed at 16 weeks. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, one-way ANOVA followed by Tukey's multiple comparisons of diabetic (HFD/HFD-STZ) vs. non-diabetic (SD) mice. All data are the mean ± SEM. BW, body weight; FBG, fasting blood glucose; GTT, glucose tolerance test; NCV, nerve conduction velocity; IENFD, intraepidermal nerve fiber density.

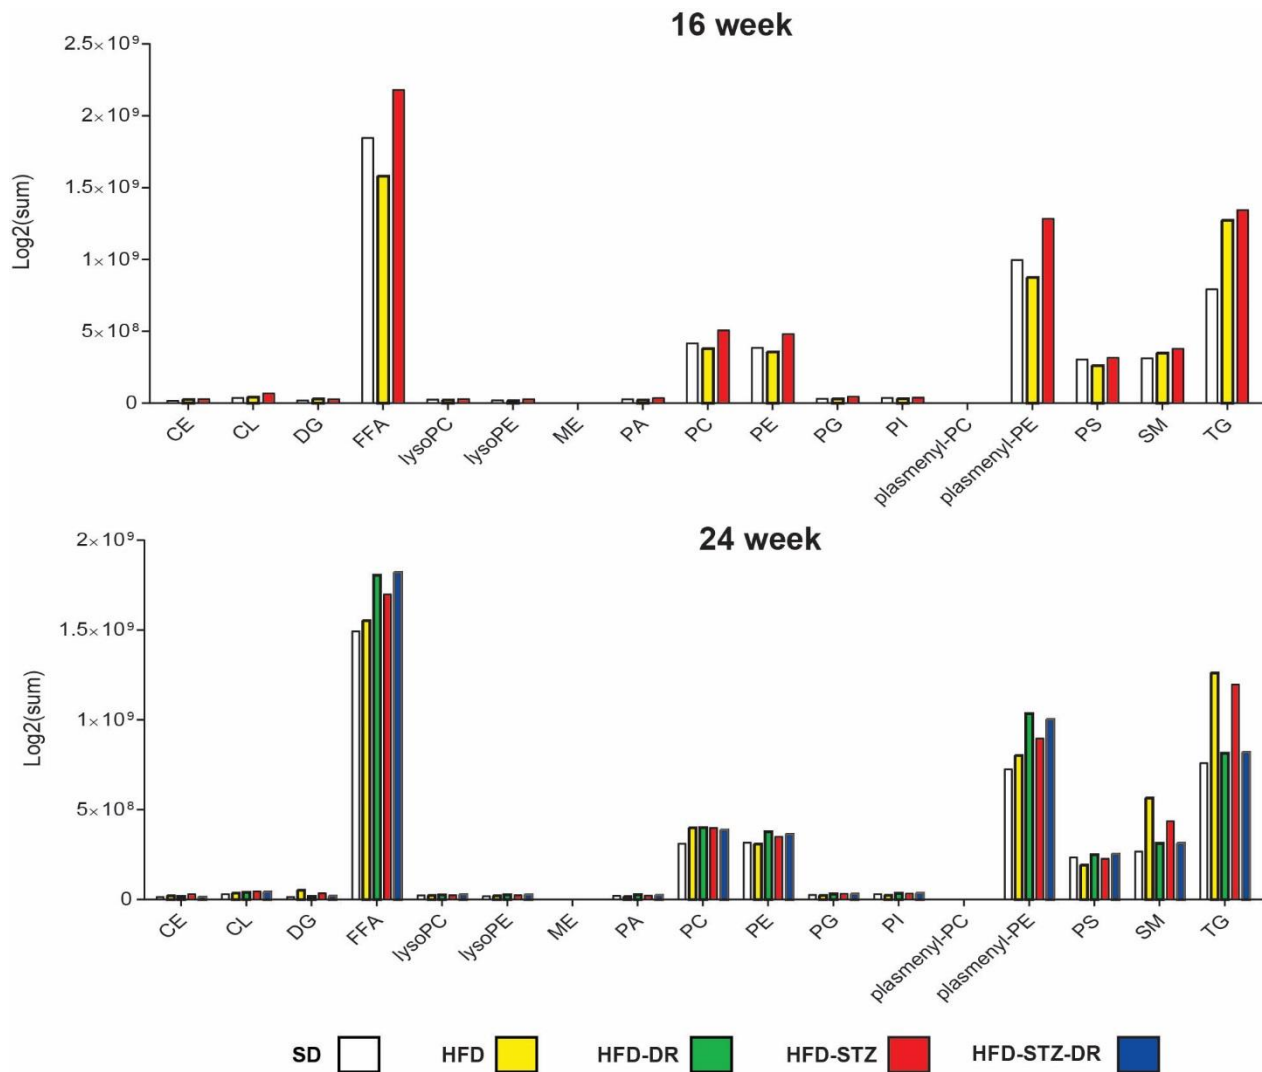

**Fig. S2. Altered levels of lipid classes found in SCN tissue.** The sum of each lipid species for each class was determined at the 16 (upper panel; before DR) or 24-week (lower panel; after DR) time-point. CE, cholesteryl esters; CL, cardolipins; DG, diglycerides; FFA, free fatty acids; lysoPC, lysophosphatidylcholines; lysoPE, lysophosphatidylethanolamines; ME, methyl esters; PA, phosphatidic acids; PC, phosphatidylcholines; PE, phosphatidylethanolamines; PG, phosphatidylglycerols; PI, phosphatidylinositols; plasmeyl-PC, plasmeyl-phosphatidylcholines; plasmeyl-PE, plasmeyl-phosphatidylethanolamines; PS, phosphatidylserines; SM, sphingomyelins; TG, triglycerides.

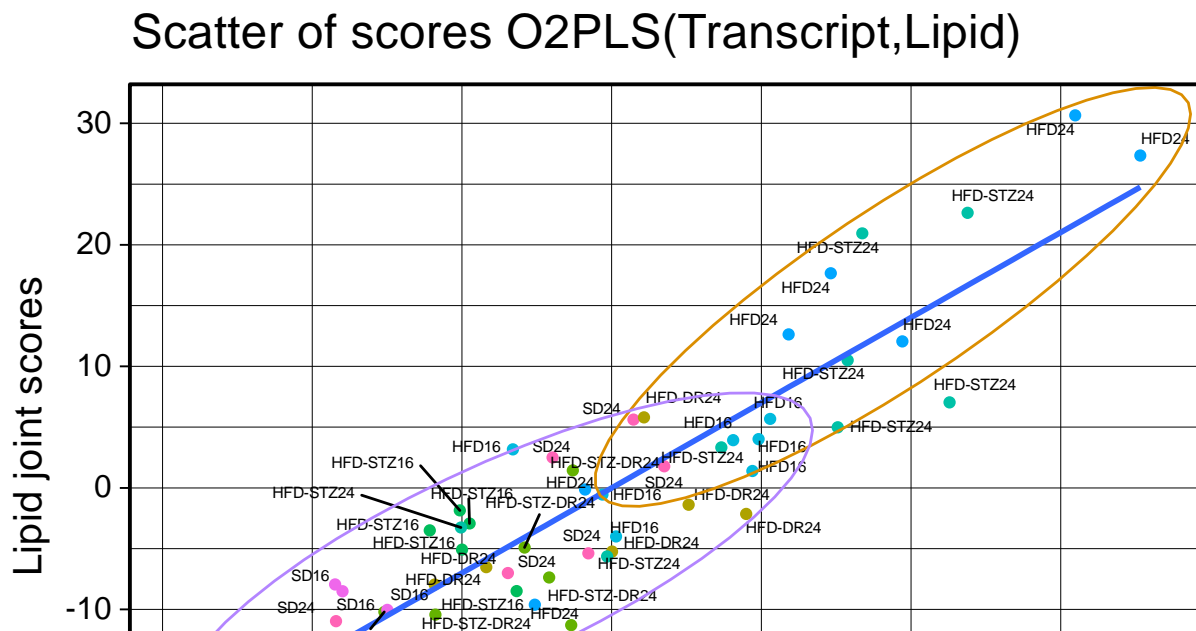

**Fig. S3. O2PLS joint score scatter plot.** Predicted interaction between the lipid (y-axis) and transcript (x-axis) datasets of joint lipid-scores and transcript-scores. The slope of the fitted line is 0.561, the coefficient of determination  $R^2$  is 0.798. The samples are largely clustered into two groups indicated by two ellipses: one including diabetic/prediabetic groups (HFD16, HFD24, and HFD-STZ24) and non-diabetic/dietary reversal groups (SD16, SD24, HFD-DR24, and HFD-STZ-DR24).

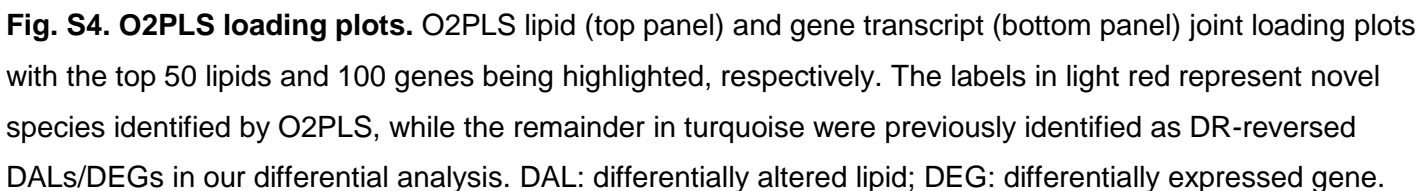

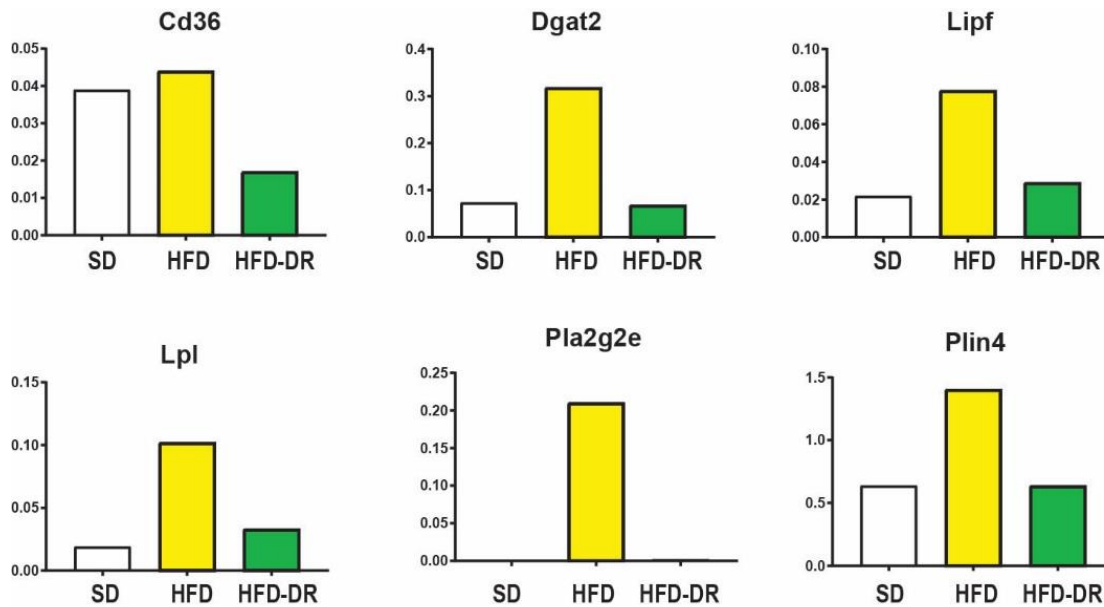

**Fig. S5. qPCR validation.** Validation of six target genes identified by O2PLS was performed by quantitative real-time qPCR using the pooled RNA samples subjected to RNA-seq ( $n = 6-10/\text{group}$ ). cDNA was generated from 50 ng of pooled RNA, of which 2.5 ng was used for the subsequent qPCR reaction. qPCR was performed in triplicate using sequence specific primers (Table S1). Expression of each gene was calculated from a cDNA titration within each plate (standard curve method) and normalized to the endogenous reference gene, *Ywhaz*.

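In this assay, RNA of the mice in each group was pooled and the abundance of each transcript was read from a standard curve and divided by that of Ywhaz, so the triplicates measure the assay and not the spread between mice. The primers listed in Table S7 were placed on the GENCODE M21 transcripts of GRCm38. Each of the 6 target primer pairs matched transcripts of its own gene without a mismatch and no other gene. The predicted products are 97 bases for Dgat2, 218 for Lpl, 176 for Cd36, 198 for Plin4, 144 for Lipf and 193 for Pla2g2e. The products of Dgat2, Lpl, Lipf and Plin4 each span 2 exons, and those of Cd36 and Pla2g2e span 3, so that amplification from genomic DNA would give a longer product. The Cd36 pair matched 1 of the 6 annotated Cd36 transcripts, the Dgat2 pair 4 of 6, the Lpl pair 2 of 5 and the Pla2g2e pair 2 of 3. The Lipf and Plin4 pairs matched every annotated transcript of their genes. For Ywhaz, 0 of 9 annotated transcripts held both primers without a mismatch. The qPCR values themselves were not analysed here.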

**Table S1. Fatty acid composition of standard and high fat diets.** The fatty acid profile of the SD, HFD, and HFD-MUFA used to evaluate the role of dietary SFA and MUFA on neuropathy. The total amount of SFA, MUFA, and PUFA in each chow is listed within the table.

|                         | <b>Standard diet</b><br>D12450B<br>(10% kcal fat) | <b>HFD</b><br>D12492<br>(60% kcal fat) |
|-------------------------|---------------------------------------------------|----------------------------------------|
| C10:0, Capric           | 0                                                 | 0.1                                    |
| C12:0, Lauric           | 0                                                 | 0.2                                    |
| C14:0, Myristic         | 0.3                                               | 2.8                                    |
| C15:0                   | 0                                                 | 0.2                                    |
| C16:0, Palmitic         | 6.4                                               | 49.9                                   |
| C16:1, Palmitoleic      | 0.3                                               | 3.4                                    |
| C17:0                   | 0.1                                               | 0.9                                    |
| C18:0, Steric           | 3.1                                               | 26.9                                   |
| C18:1, Oleic            | 12.3                                              | 86.3                                   |
| C18:2, Linoleic         | 17.8                                              | 72.7                                   |
| C18:3, Linolenic        | 2.1                                               | 5.1                                    |
| C20:0, Arachidic        | 0.1                                               | 0.5                                    |
| C20:1                   | 0.2                                               | 1.6                                    |
| C20:2                   | 0.2                                               | 2.0                                    |
| C20:3                   | 0                                                 | 0.3                                    |
| C20:4, Arachidonic      | 0.1                                               | 0.7                                    |
| C22:0, Behenic          | 0.1                                               | 0.1                                    |
| C22:5, Docosapentaenoic | 0                                                 | 0.2                                    |
| Total (g)               | 43.1                                              | 254                                    |
|                         |                                                   |                                        |
| Saturated (g)           | 10.1                                              | 81.7                                   |
| Monounsaturated (g)     | 12.8                                              | 91.2                                   |
| Polyunsaturated (g)     | 20.2                                              | 81.0                                   |
|                         |                                                   |                                        |
| Saturated (%)           | 23.5                                              | 32.2                                   |
| Monounsaturated (%)     | 29.7                                              | 35.9                                   |
| Polyunsaturated (%)     | 46.8                                              | 31.9                                   |

MUFA, monounsaturated fatty acid; PUFA, polyunsaturated fatty acid; SFA, saturated fatty acid.

**Table S2. Loading values for top 50 highly intercorrelated lipid species**

| Species     | Loading value | Type   | Species     | Loading value | Type   |
|-------------|---------------|--------|-------------|---------------|--------|
| DG 34:3     | 8.97E-02      | Novel  | PC 34:3     | 8.01E-02      | Novel  |
| TG 48:0     | 8.78E-02      | Shared | lysoPC 18:3 | 8.01E-02      | Novel  |
| DG 34:2     | 8.65E-02      | Shared | TG 58:12    | 7.99E-02      | Novel  |
| TG 50:5     | 8.61E-02      | Shared | PE 21:1     | 7.99E-02      | Novel  |
| DG 36:2     | 8.53E-02      | Shared | PC 40:10    | 7.97E-02      | Novel  |
| TG 49:0     | 8.48E-02      | Shared | TG 53:0     | 7.89E-02      | Novel  |
| DG 36:5     | 8.42E-02      | Shared | SM 32:2     | 7.89E-02      | Novel  |
| SM 42:1     | 8.39E-02      | Novel  | TG 52:5     | 7.87E-02      | Shared |
| DG 38:5     | 8.37E-02      | Shared | TG 46:0     | 7.86E-02      | Novel  |
| TG 56:2     | 8.36E-02      | Novel  | TG 56:9     | 7.85E-02      | Shared |
| DG 32:0     | 8.36E-02      | Shared | TG 60:13    | 7.85E-02      | Shared |
| TG 54:0     | 8.33E-02      | Shared | TG 58:2     | 7.83E-02      | Novel  |
| DG 35:3     | 8.31E-02      | Shared | PC 34:4     | 7.81E-02      | Novel  |
| TG 54:8     | 8.25E-02      | Shared | TG 46:3     | 7.81E-02      | Novel  |
| PC 34:1     | 8.23E-02      | Novel  | TG 53:1     | 7.80E-02      | Shared |
| TG 52:7     | 8.15E-02      | Shared | TG 55:1     | 7.80E-02      | Novel  |
| PE 44:4     | 8.15E-02      | Novel  | DG 40:7     | 7.79E-02      | Novel  |
| lysoPE 17:0 | 8.14E-02      | Novel  | DG 35:2     | 7.77E-02      | Shared |
| PE 39:6     | 8.14E-02      | Novel  | DG 33:1     | 7.76E-02      | Novel  |
| SM 36:0     | 8.12E-02      | Novel  | TG 54:2     | 7.74E-02      | Shared |
| SM 42:5     | 8.07E-02      | Novel  | SM 43:0     | 7.72E-02      | Novel  |
| TG 54:1     | 8.06E-02      | Shared | TG 55:2     | 7.71E-02      | Shared |
| DG 33:0     | 8.04E-02      | Novel  | DG 30:1     | 7.69E-02      | Novel  |
| TG 52:6     | 8.03E-02      | Shared | DG 30:2     | 7.55E-02      | Novel  |
| PC 33:2     | 8.03E-02      | Novel  | DG 43:1     | 7.53E-02      | Novel  |

DG, diglycerides; lysoPC, lysophosphatidylcholines; lysoPE, lysophosphatidylethanolamines; PC, phosphatidylcholines; PE, phosphatidylethanolamines; SM, sphingomyelins; TG, triglycerides.

**Table S3. Loading values for top 100 highly inner associated genes**

| Gene          | Loading Value | Type   | MGI Gene/Marker ID | Name                                                                            | Feature Type          |
|---------------|---------------|--------|--------------------|---------------------------------------------------------------------------------|-----------------------|
| Tph2          | 0.117         | Shared | MGI:2384574        | transmembrane protein 45b                                                       | protein coding gene   |
| Lep           | 0.114         | Shared | MGI:104663         | leptin                                                                          | protein coding gene   |
| Itgad         | 0.113         | Shared | MGI:3578624        | integrin, alpha D                                                               | protein coding gene   |
| Slc5a7        | 0.108         | Shared | MGI:2147716        | solute carrier family 16 (monocarboxylic acid transporters), member 12          | protein coding gene   |
| Ubd           | 0.104         | Shared | MGI:1344410        | ubiquitin D                                                                     | protein coding gene   |
| Mmp12         | 0.100         | Shared | MGI:97005          | matrix metalloproteinase 12                                                     | protein coding gene   |
| 1700047G03Rik | 0.100         | Shared | MGI:1920589        | RIKEN cDNA 1700047G03 gene                                                      | lincRNA gene          |
| Saa3          | 0.094         | Shared | MGI:1354694        | regulator of G-protein signaling 1                                              | protein coding gene   |
| Pirt          | 0.089         | Novel  | MGI:2443635        | phosphoinositide-interacting regulator of transient receptor potential channels | protein coding gene   |
| Hp            | 0.083         | Shared | MGI:96211          | haptoglobin                                                                     | protein coding gene   |
| Kcnj14        | 0.076         | Shared | MGI:2384820        | potassium inwardly-rectifying channel, subfamily J, member 14                   | protein coding gene   |
| Igkc          | 0.075         | Novel  | MGI:96495          | immunoglobulin kappa constant                                                   | gene segment          |
| Nnat          | 0.073         | Novel  | MGI:104716         | neuronatin                                                                      | protein coding gene   |
| Tshr          | 0.073         | Novel  | MGI:98849          | thyroid stimulating hormone receptor                                            | protein coding gene   |
| Prr32         | 0.071         | Shared | MGI:1918623        | proline rich 16                                                                 | protein coding gene   |
| Lipf          | 0.070         | Shared | MGI:1914967        | lipase, gastric                                                                 | protein coding gene   |
| C6            | 0.070         | Shared | MGI:88233          | complement component 6                                                          | protein coding gene   |
| Cidec         | 0.068         | Novel  | MGI:95585          | cell death-inducing DFFA-like effector c                                        | protein coding gene   |
| Cd1d1         | 0.068         | Novel  | MGI:107674         | CD1d1 antigen                                                                   | protein coding gene   |
| Slc16a12      | 0.067         | Novel  | MGI:1935121        | seizure related 6 homolog like                                                  | protein coding gene   |
| Wisp2         | 0.066         | Shared | MGI:1328326        | WNT1 inducible signaling pathway protein 2                                      | protein coding gene   |
| Prr16         | 0.065         | Novel  | MGI:1890505        | perilipin 1                                                                     | protein coding gene   |
| Wfdc21        | 0.065         | Shared | MGI:1913357        | WAP four-disulfide core domain 21                                               | protein coding gene   |
| Slc7a10       | 0.065         | Novel  | MGI:1927126        | solute carrier family 5 (choline transporter), member 7                         | protein coding gene   |
| Ffar2         | 0.065         | Shared | MGI:2441731        | free fatty acid receptor 2                                                      | protein coding gene   |
| Adipoq        | 0.064         | Novel  | MGI:106675         | adiponectin, C1Q and collagen domain containing                                 | protein coding gene   |
| Tmem45b       | 0.064         | Novel  | MGI:1354956        | transferrin receptor 2                                                          | protein coding gene   |
| Aqp7          | 0.063         | Novel  | MGI:1314647        | aquaporin 7                                                                     | protein coding gene   |
| Lpl           | 0.063         | Novel  | MGI:96820          | lipoprotein lipase                                                              | protein coding gene   |
| Fabp4         | 0.063         | Novel  | MGI:88038          | fatty acid binding protein 4, adipocyte                                         | protein coding gene   |
| Paqr9         | 0.063         | Shared | MGI:1922802        | progesterone and adipoQ receptor family member IX                               | protein coding gene   |
| Orm1          | 0.061         | Novel  | MGI:97443          | orosomucoid 1                                                                   | protein coding gene   |
| Ctcflos       | 0.061         | Novel  | MGI:1921411        | CCCTC-binding factor (zinc finger protein)-like, opposite strand                | antisense lncRNA gene |
| Dmrt2         | 0.061         | Novel  | MGI:1330307        | doublesex and mab-3 related transcription factor 2                              | protein coding gene   |
| Crtac1        | 0.060         | Shared | MGI:1920082        | cartilage acidic protein 1                                                      | protein coding gene   |
| Mc2r          | 0.060         | Novel  | MGI:96928          | melanocortin 2 receptor                                                         | protein coding gene   |
| Il1rn         | 0.059         | Shared | MGI:96547          | interleukin 1 receptor antagonist                                               | protein coding gene   |
| Tfr2          | 0.059         | Shared | MGI:2447063        | teneurin transmembrane protein 4                                                | protein coding gene   |
| Apol6         | 0.059         | Novel  | MGI:1919189        | apolipoprotein L 6                                                              | protein coding gene   |

|               |       |        |             |                                                                                 |                         |
|---------------|-------|--------|-------------|---------------------------------------------------------------------------------|-------------------------|
| Adam8         | 0.059 | Shared | MGI:107825  | a disintegrin and metallopeptidase domain 8                                     | protein coding gene     |
| Serpina3c     | 0.059 | Novel  | MGI:98223   | serum amyloid A 3                                                               | protein coding gene     |
| Tenm4         | 0.059 | Novel  | MGI:1858261 | solute carrier family 7 (cationic amino acid transporter, y+ system), member 10 | protein coding gene     |
| Kcnj15        | 0.059 | Novel  | MGI:1310000 | potassium inwardly-rectifying channel, subfamily J, member 15                   | protein coding gene     |
| Btnl9         | 0.058 | Novel  | MGI:2442439 | butyrophilin-like 9                                                             | protein coding gene     |
| F7            | 0.058 | Novel  | MGI:109325  | coagulation factor VII                                                          | protein coding gene     |
| Gm10851       | 0.057 | Shared | MGI:3641824 | predicted gene 10851                                                            | antisense lncRNA gene   |
| Mest          | 0.057 | Shared | MGI:96968   | mesoderm specific transcript                                                    | protein coding gene     |
| Cd36          | 0.056 | Novel  | MGI:107899  | CD36 molecule                                                                   | protein coding gene     |
| Sez6l         | 0.056 | Shared | MGI:102848  | serine (or cysteine) peptidase inhibitor, clade A, member 3C                    | protein coding gene     |
| Lrg1          | 0.056 | Novel  | MGI:1924155 | leucine-rich alpha-2-glycoprotein 1                                             | protein coding gene     |
| Cdsn          | 0.055 | Novel  | MGI:3505689 | corneodesmosin                                                                  | protein coding gene     |
| Rgs1          | 0.055 | Novel  | MGI:1916050 | proline rich 32                                                                 | protein coding gene     |
| Gm5627        | 0.055 | Shared | MGI:3645308 | predicted gene 5627                                                             | protein coding gene     |
| Gpr50         | 0.055 | Novel  | MGI:1333877 | G-protein-coupled receptor 50                                                   | protein coding gene     |
| Dpt           | 0.054 | Novel  | MGI:1928392 | dermatopontin                                                                   | protein coding gene     |
| Oxtr          | 0.054 | Shared | MGI:109147  | oxytocin receptor                                                               | protein coding gene     |
| Dgat2         | 0.054 | Novel  | MGI:1915050 | diacylglycerol O-acyltransferase 2                                              | protein coding gene     |
| Marc1         | 0.054 | Novel  | MGI:1913362 | mitochondrial amidoxime reducing component 1                                    | protein coding gene     |
| Tusc5         | 0.054 | Novel  | MGI:3029307 | tumor suppressor candidate 5                                                    | protein coding gene     |
| Trdn          | 0.054 | Novel  | MGI:2651811 | tryptophan hydroxylase 2                                                        | protein coding gene     |
| Gm15519       | 0.053 | Shared | MGI:3782965 | predicted gene 15519                                                            | pseudogene              |
| Plin1         | 0.053 | Novel  | MGI:1890505 | perilipin 1                                                                     | protein coding gene     |
| Plin4         | 0.053 | Novel  | MGI:1929709 | perilipin 4                                                                     | protein coding gene     |
| Pnpla3        | 0.053 | Novel  | MGI:2151796 | patatin-like phospholipase domain containing 3                                  | protein coding gene     |
| 2610016A17Rik | 0.053 | Novel  | MGI:1919653 | RIKEN cDNA 2610016A17 gene                                                      | lincRNA                 |
| Mmd           | 0.052 | Shared | MGI:1914718 | monocyte to macrophage differentiation-associated                               | protein coding gene     |
| Jchain        | 0.052 | Novel  | MGI:96493   | immunoglobulin joining chain                                                    | protein coding gene     |
| A530016L24Rik | 0.052 | Novel  | MGI:2443020 | RIKEN cDNA A530016L24 gene                                                      | protein coding gene     |
| Fgf13         | 0.052 | Novel  | MGI:109178  | fibroblast growth factor 13                                                     | protein coding gene     |
| Ccl8          | 0.052 | Novel  | MGI:101878  | chemokine (C-C motif) ligand 8                                                  | protein coding gene     |
| Ncan          | 0.051 | Shared | MGI:104694  | neurocan                                                                        | protein coding gene     |
| Cdkl4         | 0.051 | Shared | MGI:3587025 | cyclin-dependent kinase-like 4                                                  | protein coding gene     |
| Itgax         | 0.050 | Shared | MGI:96609   | integrin alpha X                                                                | protein coding gene     |
| Igfals        | 0.050 | Novel  | MGI:107973  | insulin-like growth factor binding protein, acid labile subunit                 | protein coding gene     |
| Klb           | 0.050 | Novel  | MGI:1932466 | klotho beta                                                                     | protein coding gene     |
| A530053G22Rik | 0.050 | Novel  | MGI:2443347 | RIKEN cDNA A530053G22 gene                                                      | lincRNA                 |
| Mrap          | 0.049 | Novel  | MGI:1924287 | melanocortin 2 receptor accessory protein                                       | nonsense-mediated decay |
| Dusp9         | 0.049 | Shared | MGI:2387107 | dual specificity phosphatase 9                                                  | protein coding gene     |
| Timp4         | 0.048 | Novel  | MGI:109125  | tissue inhibitor of metalloproteinase 4                                         | protein coding gene     |
| Ugt3a2        | 0.048 | Novel  | MGI:2145969 | UDP glycosyltransferases 3 family, polypeptide A2                               | protein coding gene     |

|          |       |        |             |                                                        |                     |
|----------|-------|--------|-------------|--------------------------------------------------------|---------------------|
| Dhrs9    | 0.048 | Novel  | MGI:2442798 | dehydrogenase/reductase (SDR family) member 9          | protein coding gene |
| Kcnk3    | 0.048 | Novel  | MGI:1100509 | potassium channel, subfamily K, member 3               | protein coding gene |
| Krt79    | 0.048 | Shared | MGI:2385030 | keratin 79                                             | protein coding gene |
| Tmem132b | 0.048 | Novel  | MGI:3609245 | transmembrane protein 132B                             | protein coding gene |
| Pla2g2e  | 0.048 | Shared | MGI:1349660 | phospholipase A2, group IIE                            | protein coding gene |
| Plin5    | 0.048 | Novel  | MGI:1914218 | perilipin 5                                            | protein coding gene |
| Fabp3    | 0.047 | Novel  | MGI:95476   | fatty acid binding protein 3, muscle and heart         | protein coding gene |
| Ear2     | 0.047 | Novel  | MGI:108020  | eosinophil-associated, ribonuclease A family, member 2 | protein coding gene |
| Hspb7    | 0.047 | Novel  | MGI:1352494 | heat shock protein family, member 7 (cardiovascular)   | protein coding gene |
| Ptchd4   | 0.047 | Shared | MGI:1920485 | patched domain containing 4                            | protein coding gene |
| Fsd2     | 0.046 | Novel  | MGI:2444310 | fibronectin type III and SPRY domain containing 2      | protein coding gene |
| Acaa1b   | 0.046 | Novel  | MGI:3605455 | acetyl-Coenzyme A acyltransferase 1B                   | protein coding gene |
| Ighm     | 0.046 | Novel  | MGI:96448   | immunoglobulin heavy constant mu                       | IG C gene           |
| Vsig8    | 0.046 | Shared | MGI:3642995 | V-set and immunoglobulin domain containing 8           | protein coding gene |
| Pparg    | 0.046 | Novel  | MGI:97747   | peroxisome proliferator activated receptor gamma       | protein coding gene |
| Tm4sf19  | 0.046 | Shared | MGI:3645933 | transmembrane 4 L six family member 19                 | protein coding gene |
| Ffar4    | 0.046 | Novel  | MGI:2147577 | free fatty acid receptor 4                             | protein coding gene |
| Trim67   | 0.045 | Novel  | MGI:3045323 | tripartite motif-containing 67                         | protein coding gene |
| Pkp1     | 0.045 | Novel  | MGI:1328359 | plakophilin 1                                          | protein coding gene |
| Ugt1a6b  | 0.045 | Novel  | MGI:3580629 | UDP glucuronosyltransferase 1 family, polypeptide A6B  | protein coding gene |

**Table S4. Clinical characteristics of subjects separated by HbA<sub>1c</sub> status**

MFD, myelin fiber density.

**Table S5. Clinical characteristics of subjects separated by lipid status**

MFD, myelin fiber density.

**Table S6. Lipid species identified in SCN tissue**

Table displaying the raw data for each lipid species using tandem mass spectrometry (LC-MS/MS) untargeted lipidomics of SCN at the 16 or 24-week time-point.

CE, cholesteryl esters; CL, cardolipins; DG, diglycerides; FFA, free fatty acids; lysoPC, lysophosphatidylcholines; lysoPE, lysophosphatidylethanolamines; ME, methyl esters; PA, phosphatidic acids; PC, phosphatidylcholines; PE, phosphatidylethanolamines; PG, phosphatidylglycerols; PI, phosphatidylinositols; plasmenyl-PC, plasmenyl-phosphatidylcholines; plasmenyl-PE, plasmenyl-phosphatidylethanolamines; PS, phosphatidylserines; SM, sphingomyelins; TG, triglycerides.

[Click here to Download Table S6](#)

**Table S7. qPCR mouse primer sequences**

| Gene Symbol    | Gene ID# | Primer Sequence |                             |
|----------------|----------|-----------------|-----------------------------|
| <i>Ywhaz</i>   | 22631    | Forward         | 5'-AAGACAGCACGACGCTAATAATGC |
|                |          | Reverse         | 5'-TTGGAAGGCCGGTTAATTTTC    |
| <i>Cd36</i>    | 12491    | Forward         | 5'-TTCTTCACAGCTGCCTTCTGA    |
|                |          | Reverse         | 5'-TTTCTACGTGGCCCGGTTCTAA   |
| <i>Dgat2</i>   | 67800    | Forward         | 5'-ACACCTTCTGCACAGACTGC     |
|                |          | Reverse         | 5'-TGCGATCTCCTGCCACCTTT     |
| <i>Lipf</i>    | 67717    | Forward         | 5'-GATGCTGGCTATGATGTGTGGC   |
|                |          | Reverse         | 5'-GTCTATGGTGGCTGGAAGGTCA   |
| <i>Lpl</i>     | 16956    | Forward         | 5'-TGGCGTAGCAGGAAGTCTGA     |
|                |          | Reverse         | 5'-TGCCTCCATTGGGATAAATGTC   |
| <i>Pla2g2e</i> | 26970    | Forward         | 5'-ATGAAACCTCCCATTGCCCT     |
|                |          | Reverse         | 5'-GGGCATGACAACACCAATCC     |
| <i>Plin4</i>   | 57435    | Forward         | 5'-CTGAACAGACAGCTGGAGACA    |
|                |          | Reverse         | 5'-CTTTGGCCACGCCCACT        |

How the deposited data were processed for this re-analysis (not part of the article)

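RNA from 53 sciatic nerve samples of mice was sequenced in 8 groups, with 5 SD, 7 HFD and 5 HFD-STZ samples at 16 weeks of age and 8 SD, 7 HFD, 8 HFD-STZ, 7 HFD-DR and 6 HFD-STZ-DR samples at 24 weeks. The authors filtered the reads, aligned them to GRCm38 with HISAT2 and counted them per gene with featureCounts, and the paper describes FPKM values and DESeq2 for DEGs. The deposited values are on a log2 scale, 1 per gene and sample, and the authors normalized them between samples in a way the paper's text does not name. They are neither counts nor FPKM, so models of read counts were not used. The paper states about 120000000 reads of 125 bases per sample, and the reads behind each gene are unknown, so no precision from counting can be given and the spread between mice is used instead.

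The plan made before the data were examined assumed read counts and a model of them, and since the values are on a log2 scale, limma took its place before any number of DEGs was seen. A first exploratory run of the comparisons, with some of the alternatives, preceded the final one, and the setting used for the passages was not changed after it. Each comparison was fitted with limma 3.58.1 in R 4.3.3 on the samples of its groups only, with empirical Bayes variances whose prior follows mean expression. Genes with a mean log2 value under 3.32 (10 on the linear scale) in these samples and the 25 genes with a value above 22 were left out. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p-value under 0.05 count as DEGs. Common DEGs are past this threshold in the disease and in the reversal comparison of a model. The interactions of HFD with age and of DR with STZ were fitted on the 4 groups they involve. Named genes were also tested with 2-sided exact permutation tests over all splits of the samples of both groups. The Table S3 score is the mean z-score of its 100 genes, Pirt included, and was computed with numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Genes were placed with GENCODE M21, and the share of a gene's sequence found in others was counted in stretches of 100 bases of its longest transcript.

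The genes named are those the paper names in its text, in Fig. 7A or in Table S7, the 5 with the largest loadings in Table S3, and for each 24-week comparison the 3 with the smallest p-values in each direction past the threshold, a rule written before the data were examined. Nnat, Kcnj14 and genes named only as members of a list fall outside this rule and were chosen after their values were seen. The alternatives were no filter on low values, a log2 value of at least 3.32 in every sample, all 8 groups in 1 fit, the same with the 8 runs of consecutive library numbers as a covariate, robust empirical Bayes, and leaving out each sample in turn. A variance prior without trend, keeping the genes above 22, centring each sample on its median, leaving Pirt out of the score, the library-number run as a block in the score, with labels permuted within runs, the change of the HFD-STZ score difference with age, and the adipocyte covariate for the 16-week comparisons and for the HFD effect by age were added after seeing the data. Cell content was estimated as the mean log2 value of marker genes of adipocytes and of skeletal muscle.

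The test was tried on simulated data with the group sizes of HFD and SD mice at 24 weeks, in which 200 of 18191 genes were changed. A log2 change of 0.5 was recovered for 36% of these genes, a change of 1 for 83% and a change of 2 for 98%. At these changes 3, 7 and 7 genes were called in error, and without any change 0 genes were called. Each gene was simulated on its own, without differences between samples that many genes share. Random splits of the real samples called up to 429 genes, so these error counts do not carry over to the data. The shares recovered are averages over genes and do not hold for a gene with a large spread, such as Dgat2 (SD within groups 0.93). Correlations between samples ran from 0.916 to 0.994 over 18069 genes, and 0 pairs of samples were identical. KEGG enrichment, O2PLS, the correlation network, the lipid measurements and the qPCR and human protein data were not analysed here. Some results for single genes of the paper's lists are not reported here.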

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

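The tests in this part of the 23 sensory neuron genes and of library numbers were chosen after the result was seen. Of 200 groups of values tested for a sample far from the others, 6 had such a sample, and by chance about 1 in 20 groups would.

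In the HFD-STZ-DR group, Tph2 had a log2 value of 5.42 in 1 of 6 samples, and the next highest was 3.73. In the HFD-DR group, Itgad was 7.88 in 1 of 7 samples, and the next highest was 4.99. The transcript named after a clone of library RP24 was 3.89 in 1 of 7 HFD samples at 24 weeks, with 3.14 next to it, and 2.55 in 1 of 8 HFD-STZ samples at 24 weeks, with 3.73 next to it. Sez6l was 3.22 in 1 of 5 SD samples at 16 weeks, with 5.00 next to it. No explanation, technical or biological, was tested for these samples.

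The muscle marker score was 13.4 in 1 of 5 SD samples at 16 weeks, with 7.20 next to it. A candidate explanation is skeletal muscle taken along with the nerve, which the order of processing might have affected. The muscle score did not follow library number across the 53 samples once group means were removed (Pearson r = -0.117, permutation p = 0.448; Spearman rho = -0.115; r = -0.142 without the 2 farthest samples; the same sign within 4 of the 8 groups). The mean squared correlation within groups, in which opposite signs do not cancel, was 0.176 (permutation p = 0.529). No biological explanation was tested.

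In 1 HFD-STZ sample at 24 weeks, 23 genes, many of them markers of sensory neurons, had values above 22, which the paper does not discuss. The only other values above 22 were those of 2 immunoglobulin genes, Ighg2b (55.7) and Igkv4-91 (51.8), in 1 HFD sample at 24 weeks. A candidate explanation is that cell bodies of sensory neurons were in the HFD-STZ sample, and 12 of 12 genes of a second list of sensory neuron markers, none above 22, were highest in it. Another is that the authors' transformation gave failed estimates for genes with a single high sample. The lowest of the 23 values was 49.8, above the 26.8 that is log2 of the reads per sample the paper states, and above 20.96, the highest of all values not above 22. The 2 immunoglobulin genes lie in the same range and are not neuronal, so cell bodies of sensory neurons do not account for them. Both explanations remain, and neither excludes the other. This HFD-STZ sample was kept in the comparisons of HFD-STZ mice at 24 weeks, apart from the fits that left it out in turn.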

How the results depend on the processing

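The tests in this part were set before the data were examined, except the variance prior without trend, keeping genes above 22, centring each sample, the score without Pirt and the score with the library-number run as a block, which were chosen after the result was seen. The alternatives that need counts were not run: RLE factors, DESeq2 with 2 groups and with all 8 groups, and prior count 0.5 and RLE factors for the score. The labels give no replicate numbers shared between groups and do not state what a run of library numbers is.

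With all 8 groups in 1 fit, the number of DEGs was 7 for HFD vs SD and 1 for HFD-STZ vs SD at 16 weeks. At 24 weeks it was 62 for HFD vs SD, 16 for HFD-STZ vs SD, 1 for HFD-STZ vs HFD, 18 for HFD-DR vs HFD, 47 for HFD-STZ-DR vs HFD-STZ and 1 for HFD-STZ-DR vs SD. Common DEGs were 15 in the prediabetic model, 12 in the T2D model and 7 in both. With the library-number run as a covariate in this fit, the counts were 16 and 1 at 16 weeks, and 98, 17, 2, 27 and 32 at 24 weeks for the first 5 of these comparisons, and common DEGs were 26, 12 and 8. Of the 22 DEGs of HFD vs SD, 18 were shared with each of these fits.

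Without a filter on low values, 4 genes passed for HFD-STZ vs HFD at 24 weeks, 1 for HFD-STZ-DR vs HFD-STZ, 1 for HFD-STZ-DR vs SD and 1 for the HFD effect by age. HFD-DR vs HFD had 0 (2381 at an unadjusted p-value under 0.05), and common DEGs were 0, 1 and 0. With a log2 value of at least 3.32 in every sample, there were 7 for HFD vs SD and 3 for HFD-STZ vs SD at 24 weeks, 1 for HFD-DR vs HFD, 1 for HFD-STZ-DR vs HFD-STZ, and 0, 1 and 0 common DEGs. With robust empirical Bayes, HFD-DR vs HFD had 0 (1195 at an unadjusted p-value under 0.05) and HFD-STZ-DR vs HFD-STZ had 5, with 0 common DEGs in the prediabetic model and 0 in both. With a variance prior without trend, these comparisons had 0 (1219 at an unadjusted p-value under 0.05) and 2, and common DEGs were 0, 2 and 0. With genes above 22 kept, HFD-STZ-DR vs HFD-STZ had 5 and common DEGs in both models were 0. With each sample centred, HFD vs SD at 24 weeks had 42, HFD-DR vs HFD had 8 and common DEGs in the prediabetic model were 7. The cause of these changes was not tested.

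Leaving out each sample in turn gave from 1 to 4 DEGs for HFD vs SD, 0 to 1 for HFD-STZ vs SD and 0 for HFD-STZ vs HFD at 16 weeks. At 24 weeks it gave from 13 to 44 for HFD vs SD, 4 to 19 for HFD-STZ vs SD, 0 to 1 for HFD-STZ vs HFD, 0 to 10 for HFD-DR vs HFD, 0 to 167 for HFD-STZ-DR vs HFD-STZ, 0 for HFD-DR vs SD and 0 to 20 for HFD-STZ-DR vs SD. Both interactions gave 0 throughout. Common DEGs ran from 0 to 9 in the prediabetic model, 0 to 18 in the T2D model and 0 to 2 in both.

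With only the genes of Table S3 listed by O2PLS alone, the score difference of HFD-STZ vs SD at 24 weeks was 0.596 (exact permutation p = 0.0603). With the library-number run as a block in the score, 2 differences kept their direction and no longer had p under 0.05: HFD vs SD at 16 weeks was 1.26 (exact permutation p = 0.0625, 5 of 5 runs higher) and HFD-DR vs HFD was -1.16 (exact permutation p = 0.125, 4 of 6 runs lower). With each sample left out, the score difference ran from 1.26 to 1.56 for HFD vs SD and 0.300 to 0.700 for HFD-STZ vs SD at 16 weeks. At 24 weeks it ran from 0.984 to 1.25 for HFD vs SD, 0.718 to 0.998 for HFD-STZ vs SD, -1.28 to -0.981 for HFD-DR vs HFD and -1.58 to -1.33 for HFD-STZ-DR vs HFD-STZ, and the change with age from -0.459 to -0.140. None of the fits with a sample left out changed the side of a score.

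For the named genes, 75 results were followed, and 75 kept their direction under every alternative run on them, while 43 also kept their side of the threshold. The adipocyte covariate is not among these alternatives, and with it Lpl (0.20) and Plin4 (0.07) changed sign for HFD-STZ-DR vs HFD-STZ. All 8 groups in 1 fit made 15 stronger, with or without the covariate, and centring made 3 stronger. No filter made 8 weaker, the prior without trend 5, robust empirical Bayes 4 and keeping genes above 22 made 2 weaker. Among fits with a sample left out, 35 were stronger, 81 weaker and 994 unchanged in side.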

Differences from the paper's values

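In this part, the DEG calls with an adipocyte covariate for HFD vs SD, HFD-DR vs HFD and HFD-STZ vs SD, those with both covariates, the fits with each sample centred and the change of the HFD-STZ score difference with age were chosen after seeing the values.

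The number of DEGs was lower than the paper's in every comparison. At 16 weeks it was 1 against the paper's 79 for HFD vs SD, 0 (1504 at an unadjusted p-value under 0.05) against the paper's 49 for HFD-STZ vs SD, and 0 (889 at an unadjusted p-value under 0.05) against the paper's about 4 in Fig. 5A, read by eye, for HFD-STZ vs HFD. At 24 weeks it was 22 against the paper's 345 for HFD vs SD, and 6 for HFD-STZ vs SD against 64 in the paper's text and about 62 in Fig. 5A, read by eye. For HFD-STZ vs HFD it was 0 (1013 at an unadjusted p-value under 0.05) against the paper's about 15 in Fig. 5A, read by eye. For HFD-DR vs HFD it was 2 against the paper's about 120 in Fig. 5A, read by eye, and for HFD-STZ-DR vs HFD-STZ it was 15 against about 270 in Fig. 5A, read by eye. For HFD-DR vs SD it was 0 (933 at an unadjusted p-value under 0.05) against about 4 in Fig. 5A, read by eye, and for HFD-STZ-DR vs SD it was 0 (1639 at an unadjusted p-value under 0.05) against about 150 in Fig. 5A, read by eye. Common DEGs were 2 against the paper's 69 in the prediabetic model and 5 against the paper's 38 in the T2D model. None of the alternatives set before the data were examined, leaving out each sample included, closed any of these gaps.

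Of 44 log2 fold changes read from Fig. 5B and Fig. 5C, 44 had the paper's sign. In 11, the gap was larger than the gene's SD between mice within groups. This SD is only a yardstick, as both values come from the same experiment. The measures are also unlike: the paper names DESeq2 for its DEGs, and the values here are differences between group means of the deposited log2 values. For HFD vs SD, the log2 fold change of Saa3 was 3.73 against the paper's about 2.8 in Fig. 5B, read by eye, Slc5a7 was 4.21 against about 2.9 in Fig. 5B, read by eye, and Tph2 was 5.42 against about 3.9 in Fig. 5B, read by eye. Mmp12 was 4.62 against about 2.8 in Fig. 5B, read by eye, and 1700047G03Rik was 3.89 against about 2.5 in Fig. 5B, read by eye. For HFD-DR vs HFD, Saa3 was -3.25 against about -1.7 in Fig. 5B, read by eye, Slc5a7 was -3.07 against about -1.5 in Fig. 5B, read by eye, Tph2 was -4.52 against about -1.5 in Fig. 5B, read by eye, and Ubd was -3.92 against about -1.5 in Fig. 5B, read by eye. For HFD-STZ-DR vs HFD-STZ, Pla2g2e was -1.55 against about -2.4 in Fig. 5C, read by eye, and Tph2 was -3.62 against about -1.8 in Fig. 5C, read by eye. Of the alternatives set before the data were examined, leaving out 1 sample closed the gap for Saa3 in HFD vs SD in 5 of 15 fits (2 without an SD and 3 without an HFD sample) and for Pla2g2e in 2 of 14 fits (each without an HFD-STZ sample), and none closed the others.

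The paper names Lipf, Pla2g2e and Lpgat1 under the KEGG terms it found in both models. Of their 12 results at 24 weeks, 1 passed the adjusted threshold, Lipf in HFD vs SD (2.83, 6 of 7 HFD mice above every SD mouse). All 8 groups in 1 fit also calls Pla2g2e in HFD vs SD and in HFD-STZ-DR vs HFD-STZ, and Lipf in HFD-STZ-DR vs HFD-STZ. With the library-number run as a covariate, this fit calls Lipf in HFD-DR vs HFD and HFD-STZ-DR vs HFD-STZ, and Pla2g2e in HFD vs SD. Some fits with a sample left out call Pla2g2e in HFD vs SD, HFD-STZ vs SD and HFD-STZ-DR vs HFD-STZ, Lipf in HFD-STZ vs SD and HFD-STZ-DR vs HFD-STZ, and Lpgat1 in HFD-STZ-DR vs HFD-STZ. With the adipocyte covariate, chosen after seeing the values, Pla2g2e and Lpgat1 pass in HFD vs SD and HFD-STZ vs SD and Lipf passes in HFD-DR vs HFD.

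Of the genes the paper labels in Fig. 5B, all 8 groups in 1 fit calls 35 for HFD vs SD and 16 for HFD-DR vs HFD, against 15 and 2 here, and with the library-number run 40 and 21. Those it calls in both comparisons include 1700047G03Rik, Cck, Gm20056, Mmp12, Mmp28, Oxtr, Saa3, Serpina3n, Slc5a7, Tfr2, Tph2, Ubd and Wfdc21, and with the covariate also Adam8, Adh6b, Atp6v0d2, Cxcr4, Jun, Krt79 and Ptchd4. Centring, chosen after seeing the values, calls Gm20056, Il7r, Mmp12, Saa3, Tph2 and Ubd in both. For Fig. 5C, all 8 groups in 1 fit calls 11 for HFD-STZ vs SD and 22 for HFD-STZ-DR vs HFD-STZ, against 5 and 10 here, and with the library-number run 11 and 19. In both comparisons it calls 1700047G03Rik, Cela1, Itgad, Kcnj14, Mest, Mmp12, Saa3, Sez6l, Slc5a7, Tph2 and Ubd. With the adipocyte covariate, chosen after seeing the values, 52 genes of Fig. 5B pass for HFD vs SD and 22 for HFD-DR vs HFD, and 18 of Fig. 5C for HFD-STZ vs SD. For HFD-STZ-DR vs HFD-STZ, 0 genes of Fig. 5C pass with it (2705 genes at an unadjusted p-value under 0.05 overall). With this covariate Dgat2, Lpl, Cd36, Plin4, Mogat2 and Il1rn also pass for HFD vs SD, and Dgat2, Saa3 and Il1rn for HFD-DR vs HFD. With the muscle score as a second covariate, also chosen after seeing the values, Dgat2, Lpl, Cd36, Plin4, Mogat2, Il1rn, Pla2g2e and Lpgat1 pass for HFD vs SD, and Pla2g2e for HFD-STZ vs SD. For HFD-DR vs HFD, the calls of Dgat2 (adjusted p = 0.549), Saa3 (adjusted p = 0.0737), Il1rn (adjusted p = 0.32) and Lipf are lost with both covariates. All 8 groups in 1 fit calls Mogat2 and Il1rn for HFD vs SD, and 2 fits without an HFD-STZ sample call Dgat2 for HFD-STZ-DR vs HFD-STZ.

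The paper states that the distinction between the groups grows with the length of the disease. The HFD effect by age passed for 0 genes (302 at an unadjusted p-value under 0.05), and the Table S3 score difference between HFD and SD mice was 1.41 at 16 weeks and 1.1 at 24 weeks (change -0.309, permutation p = 0.558). Between HFD-STZ and SD mice it was 0.511 (exact permutation p = 0.159) at 16 weeks and 0.836 (exact permutation p = 0.0107) at 24 weeks (change 0.325, permutation p = 0.576). With the library-number run as a block, chosen after seeing the values, it was 0.846 at 16 weeks (exact permutation p = 0.125, the smallest possible). At 24 weeks it was 0.836 with the block (exact permutation p = 0.0391). The blocked change with age was 0.329 (exact permutation p = 0.692), so the block does not resolve it. With the adipocyte covariate, chosen after seeing the values, the difference between HFD and SD mice was 0.783 at 16 weeks and 1.07 at 24 weeks, and a change with age was not tested in this fit. As 10 of the 100 genes of the score are themselves adipocyte or muscle markers, the covariate takes out part of the score, and the paper's statement is not settled by these values.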

Other observations

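The tests of sensory neuron genes, library numbers and clock genes, and those of the Table S3 score and of the number of DEGs in HFD vs SD with the adipocyte covariate, and the muscle covariate in the comparisons other than HFD vs SD, were chosen after the result was seen.

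To see how often chance gives as many DEGs, the samples of each comparison were split at random into groups of the same sizes, with 100 splits each, the real one included. As many DEGs as in the real split were found in 5 splits for HFD vs SD at 16 weeks (the highest other count was 22) and in 5 for HFD vs SD at 24 weeks (highest other count 429), so neither of these counts can be told apart from a random split at a share under 0.05. The splits took no account of the library-number runs. The fits with the run as a covariate, with 16 and 98 DEGs in these comparisons, were not tested in this way. As many were found in 1 split for HFD-STZ vs SD at 24 weeks, which is the real one, in 4 for HFD-DR vs HFD (highest other count 1469) and in 3 for HFD-STZ-DR vs HFD-STZ (highest other count 487). For comparisons with 0 DEGs in the real split, HFD-STZ vs SD and HFD-STZ vs HFD at 16 weeks, HFD-STZ vs HFD, HFD-DR vs SD and HFD-STZ-DR vs SD at 24 weeks and both interactions, all 100 splits have as many by definition, which shows nothing.

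Adipocyte RNA in the nerve samples is a possible explanation for lipid genes. With the adipocyte marker score as a covariate, the log2 fold changes for HFD vs SD at 24 weeks were 1.07 for Dgat2, 0.84 for Lpl, 0.98 for Cd36, 1.13 for Plin4, 1.66 for Pla2g2e, 2.80 for Lipf, 3.70 for Saa3 and 5.38 for Tph2. Each kept at least 94.2% of its size, and the Table S3 score difference was 1.07. The number of DEGs rose from 22 to 193 (166 higher, 27 lower), with 22 shared. The groups hardly differed in the adipocyte score (difference 0.049, exact permutation p = 0.926). The covariate could therefore change these log2 fold changes little, whatever their source. The score follows the amount of adipocyte RNA, so a change of expression within adipocytes was not tested and is not excluded. With the muscle marker score as a covariate, there were 34 DEGs, with 22 shared. Neither covariate lowered the number of DEGs between HFD and SD mice. In the other comparisons the muscle covariate lowered it, from 2 to 0 (999 at an unadjusted p-value under 0.05) for HFD-DR vs HFD, from 6 to 4 for HFD-STZ vs SD and from 15 to 2 for HFD-STZ-DR vs HFD-STZ. The muscle score differed by 2.38 (exact permutation p = 0.0752), -1.75 (p = 0.204) and 0.937 (p = 0.499) in these comparisons. The changes of the DEGs shrank little or not at all with it: they kept a median of 106%, 98.2% and 98.4% of their size, and at least 102%, 95.4% and 95.5%. The fall in number is thus not matched by smaller changes of these genes.

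For HFD-STZ-DR vs HFD-STZ, the number of DEGs with the adipocyte covariate fell from 15 to 0 (2705 at an unadjusted p-value under 0.05), and adipocyte RNA in the nerve samples may account for part of this reversal. The log2 fold change was -0.35 for Dgat2 (20.4% of its size), -0.14 for Cd36 (8.43%), 0.20 for Lpl and 0.07 for Plin4, while it was -2.36 for Saa3 and -2.38 for Tph2. The 15 DEGs kept a median of 69.4% of their size, and at least 46.8%. The adipocyte score fell by 1.78 after DR (exact permutation p = 0.00966). Since DR may itself change the fat in or around the nerve, the covariate cannot separate tissue carried along from an effect of diet on the nerve. For HFD-DR vs HFD the same covariate left 45 DEGs, with both of the earlier ones shared, and Dgat2 changed by -0.80 (60.5% of its size), while both covariates together left 4 DEGs, with the same 2 shared, and Dgat2 at -0.73 (adjusted p = 0.549 in limma). For HFD-STZ vs SD it left 29, with 6 shared.

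The order in which the nerves were processed could have changed their cell content. Over all groups, the adipocyte score did not follow library number in 1 direction once group means were removed (Pearson r = 0.114, permutation p = 0.444; Spearman rho = 0.0875; r = 0.162 without the 2 farthest samples; the same sign within 6 of the 8 groups), and neither did the muscle score (permutation p = 0.448), each over 53 samples. Within groups, correlations of the adipocyte score had opposite signs: r was 0.952 in SD (exact permutation p = 0.0167), 0.766 in HFD-STZ (p = 0.133) and -0.785 in HFD mice (p = 0.0405) at 16 weeks, and -0.615 in HFD-STZ mice (p = 0.114) at 24 weeks. The mean squared correlation within groups was 0.333 for the adipocyte score (permutation p = 0.0284) and 0.176 for the muscle score (permutation p = 0.529). The largest for the muscle score was -0.863 in HFD mice at 24 weeks (exact permutation p = 0.00714), and of the 16 correlations none had an adjusted p-value under 0.05 (smallest 0.114). The order of processing therefore remains possible for the adipocyte score, with a direction that differs between groups.

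Genes of the circadian clock stood out between HFD-STZ and SD mice at 16 weeks, where Dbp changed by 0.82, Nfil3 by -1.04 and Arntl by -0.88, though none passed the adjusted threshold in limma's test (smallest adjusted p = 0.143). A candidate explanation is the time of day at which the nerves were collected. A list of 11 clock genes, with Arntl but without Dbp and Nfil3, was set against 10000 random lists of matched expression. These lists do not keep correlations between genes, so a percentile is not a p-value. The HFD-STZ vs SD and HFD vs SD comparisons at 16 weeks share the SD samples. The median absolute t of the 11 genes was at percentile 100 for each of these comparisons and at 99.7 for HFD-STZ-DR vs HFD-STZ. For the other comparisons it was at 45.6 (HFD-STZ vs HFD, 16 weeks), 20.0 (HFD vs SD), 36.1 (HFD-STZ vs SD), 19.5 (HFD-STZ vs HFD), 1.47 (HFD-DR vs HFD), 17.3 (HFD-DR vs SD) and 84.7 (HFD-STZ-DR vs SD) at 24 weeks. Collection time cannot be told apart from an effect of diet on the clock, as the labels give no time.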
